# Analysis of the Effects of Sex Hormone Background on the Rat Choroid Plexus Transcriptome by cDNA Microarrays

**DOI:** 10.1371/journal.pone.0060199

**Published:** 2013-04-09

**Authors:** Telma Quintela, Isabel Gonçalves, Laura C. Carreto, Manuel A. S. Santos, Helena Marcelino, Filipa M. Patriarca, Cecília R. A. Santos

## Abstract

The choroid plexus (CP) are highly vascularized branched structures that protrude into the ventricles of the brain, and form a unique interface between the blood and the cerebrospinal fluid (CSF), the blood-CSF barrier, that are the main site of production and secretion of CSF. Sex hormones are widely recognized as neuroprotective agents against several neurodegenerative diseases, and the presence of sex hormones cognate receptors suggest that it may be a target for these hormones. In an effort to provide further insight into the neuroprotective mechanisms triggered by sex hormones we analyzed gene expression differences in the CP of female and male rats subjected to gonadectomy, using microarray technology. In gonadectomized female and male animals, 3045 genes were differentially expressed by 1.5-fold change, compared to sham controls. Analysis of the CP transcriptome showed that the top-five pathways significantly regulated by the sex hormone background are olfactory transduction, taste transduction, metabolism, steroid hormone biosynthesis and circadian rhythm pathways. These results represent the first overview of global expression changes in CP of female and male rats induced by gonadectomy and suggest that sex hormones are implicated in pathways with central roles in CP functions and CSF homeostasis.

## Introduction

The choroid plexus (CP), located in the cerebral ventricles, are branched and highly vascularized structures consisting of numerous villi, in which blood microvessels are enclosed by a single layer of cubical epithelial cells [1]. As a multipurpose organ, many functions have been attributed to CP, which depend primarily on the epithelial cells of this tissue. The best known function of CP is cerebrospinal fluid (CSF) formation, which not only regulates homeostasis in the central nervous system (CNS), providing buoyancy for the brain and spinal cord, but also participates in neural stem cell renewal, neuroprotection, sleep/awake cycles and in several neurological disorders [2]. CP is also known to participate in other functions that could be relevant in neurodegenerative diseases, as the control of the nutrient and hormone supply to the brain and CSF, the clearance of deleterious compounds and metabolites from the brain and the repair processes following brain damage [1], [3]. Moreover, the CP also participates in brain detoxification processes, neurohumoral brain modulation and neuroimmune interactions [3]. As a secretory engine, CP synthesizes biologically active substances, and recent studies demonstrated that these secretion might be delivered to the brain by encapsulated CP transplants, and minimize or prevent neural degeneration, particularly in models of stroke and Huntington's disease [4]. Moreover, the CP is also a target of centrally released transmitters [5]. In line with this multiplicity of functions, CP expresses a broad array of receptors and peptides; cytokines and cytokine receptors involved in the inflammatory processes, [6]; several receptors for neurotransmitters, growth factors and neuroprotective peptides [7]; sex hormone receptors, such as progesterone [8], estrogen receptors alpha and beta [9] and androgen receptors [10] suggesting that CP is also a target tissue for sex hormones. All the properties described above allow the CP to monitor the contents of the CNS extracellular fluid and respond to changes, for instance hormone alterations [11].

Recent studies provide insight into the neuroprotective effects of sex hormones and on their beneficial effects in neurodegenerative diseases [12], [13], particularly in Alzheimer's disease (AD), a pathology often associated with sexual hormone levels decline. In AD, CP synthesis, secretory, and transportation functions are significantly altered resulting in decreased CSF turnover [14]. The expression of some proteins including transthyretin [15], apolipoprotein J [16], gelsolin [17] and insulin growth factor 2 are also significantly decreased. In addition, some of these CP expressed proteins, such as beta-APP, glial cell line-derived neurotrophic factor, apolipoprotein E, brain derived neurotrophic factor [7] and transthyretin [18], [19], also implicated in neuroprotection and neurodegeneration, are estrogen and/or androgen responsive. Although many mRNA/proteins are differentially expressed in the CP in response to sex hormones, many others with distinct functions may be as well regulated by sex steroid hormones (SSHs) in CP with unknown consequences. Moreover, it is expected that increased knowledge about the physiology of CP will enable better understanding or even treating some brain diseases [20]. To gain additional insight into the functional role of SSHs in CP, the present study compared gene expression patterns between sham and gonadectomized (GDX) female/male rats CP and bring about new mechanisms and pathways potentially regulated by SSHs.

## Materials and Methods

### Ethics Statement

Animals were handled in compliance with the NIH guidelines and the European Union rules for the care and handling of laboratory animals (Directive 2010/63/EU). Animal experiments were also carried out according to the Portuguese law for animal welfare and the protocol was approved by the Committee on the Ethics of animal Experiments of the Health Science Research Centre of the University of Beira Interior (DGV/2011). Moreover, all efforts were made to minimize animal suffering.

### Animals and tissue collection

Wistar rats were housed under a 12-h light, 12-h dark cycle, with food and water *ad libitum* during the course of the experiment. Female and male rats (2 months±2 weeks) were either ovariectomized (OVX) or orchidectomized (OOX). Two weeks after surgery, castrated animals were anesthetized with a mixture of ketamine and medetomidine. Blood was collected to confirm hormone decline. Cerebral hemispheres were separated and both lateral ventricular CP removed and immediately frozen in liquid nitrogen. All samples were processed simultaneously to maximize the reproducibility of the results.

### Measurement of hormone levels

A blood sample was collected from the right atrium of the heart. Estradiol (E2) and testosterone (T) levels in plasma were measured by radioimmunoassays (RIAs) following the methodology described in [21]. Intra-assay and inter-assay precision (coefficient of variation) were 7.5% and 12.4% for T, and 6.9% and 8.3% for E2, respectively. The limit of detection of assays was 50 pg ml^−1^ for E2 and 200pg ml^−1^ for T. Statistical analysis was performed by Student's t-test and *p*-values were considered statistically significant at *p*<0.05.

### Microarray experimental design

For microarray analysis pools of 2 CP from each animal (each containing tissue removed from the lateral ventricles) were prepared. Total RNA was extracted using TRIzol reagent (Invitrogen, Carlsbad, CA, USA) following manufacturer's instructions. RNA was quantified using a NanoDrop spectrophotometer (NanoDrop Technologies), and RNA integrity was assessed by Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA, USA). All RNA samples used in this study had an A260/A280 ratio of>1.9. Pools of RNA samples from three animals were biological replicates. Equal amounts of RNA extract (200ng) from the 3 pools of sham or 3 pools of GDX animals, in a total of three biological replicates, were amplified and Cy-3-labeled using the Low Input Quick Amp Labeling kit (Agilent Technologies). Hybridizations were carried out on an Agilent-based microarray platform using custom-designed whole genome Rat GE 4x4K v3 microarrays, and arrays were scanned with an Agilent microarray scanner (Agilent Technologies). 

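RNA from lateral ventricle CP, pooled over 3 animals per array, was compared between 3 OVX and 3 sham female pools and between 4 OOX and 4 sham male pools, which makes 14 arrays. The methods name 3 pools per group, the array labels give 4 per male group, and all arrays were used. Table 2 gives fewer animals per group than separate pools of 3 animals would need, and whether an animal entered more than 1 pool is not stated, so that the pools, which the tests take as independent, may not be independent replicates. The scanner software had already subtracted the background of each spot and removed spatial trends; the signal was then log2-transformed and the median of the probes of each array subtracted. Of 30367 rat probes, 18004 could be named from their accession, which gave 15154 genes, each read from its brightest probe; the other 12363 probes were counted apart. Well above background, as the scanner software judged it, were 79.7% to 87.2% of the spots, with medians of 80.6% in sham and 86.5% in OVX females, and of 83.4% in sham and 85.5% in OOX males. A gene that no array of a comparison measured above background was given no fold. A gene dim on every array of only 1 of the groups was given as "at least" so many-fold. For this bound each value of that group was raised to the weakest signal that counted as well above background on its array. Dim values in the other group were kept as measured. At the other end of the scale, transthyretin (Ttr) and other abundant CP transcripts saturated the scanner on every array, which was so for 129 genes in females and 131 in males, and no fold is given for these either. Differences within each sex are log2 OVX or OOX minus sham from limma, tested with moderated statistics on 3 against 3 and 4 against 4 pools and adjusted by Benjamini-Hochberg over all genes and unnamed probes, so that a p-value measures the spread between pools and not between animals. The arrays lay on 5 slides and were scanned on 2 days. The 3 sham female arrays and OVX replicate 1 were scanned on day 1 and all others on day 2. Only 1 slide held both female groups, with 1 array of each, and only 1 held both male groups, with 1 OOX and 2 sham arrays. Values from within these slides are given beside the results. With slide as a block a difference thus rests on OVX replicate 1 or OOX replicate 4. With scan day as a block the female difference rests on OVX replicate 1 too. P-values with these blocks are therefore not separate evidence from each other or from the values within the slide. Gene lists were tested with camera, which sets the genes of a list against all other genes, at a preset correlation of 0.01 between genes of a list and again with the correlation estimated from the arrays, and the median given for a list is the median of its genes' log2 differences.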

Scanned images were analyzed by Feature extraction software (Agilent Technologies) using GE1_105_Dec08 protocol. The signal intensity was normalized between microarrays by centering the median of the signal distribution using BRB-ArrayTools v3.8.1 (http://linus.nci.nih.gov/BRB-ArrayTools.html).

### Microarray data analysis

Differentially expressed genes were identified by pairwise comparison using a Student's t-test, with a *p*-value cut-off of 0.05. Only genes with a fold change above 1.5 were considered differentially expressed for further analyzes.

In order to identify pathways with a significant number of differentially expressed genes, the lists of differentially expressed genes from the female and male groups were imported into the database for Annotation, Visualization and Integrated Discovery (DAVID) v6.7 http://david.abcc.ncifcrf.gov/ [22]. Significantly enriched KEGG (Kyoto Encyclopedia of Genes and Genome http://www.genome.jp/kegg/pathway.html) pathways and Gene Ontology (GO) terms for Biological Process, Molecular Function and Cellular Component were identified using a *p*-value cut-off of 0.05. Redundant terms and categories comprising less than five genes were omitted.

### Real-Time qPCR validation

Quantitative Real-Time PCR was used to validate the microarray data for 15 selected target genes. Total RNA was prepared from lateral ventricular CP from the same pool of animals as outlined above. First-strand cDNA was synthesized using M-MLV Reverse Transcriptase (Invitrogen). Real-time qPCR was performed using SYBR Green assay and the iCycleriQ^TM^ system (Bio-Rad). Cycling parameters for all reactions were as follows: denaturation at 95°C for 10 min; 40 cycles of denaturation at 95°C for 15 sec and 1 min of annealing and extension at 60°C. Gene expression was determined relative to levels of expression of Cyclophilin A using the comparative Ct (2^−ΔΔCt^) method, with Ct denoting threshold cycle. Gene expression of Cyclophilin A has been shown not to change between sham and GDX animals. Standard deviations were calculated from triplicates of three separate samples from each group. For each sample, average Ct for each target gene was calculated as the mean of 3 technical replicates; ΔCt was calculated as the difference in average Ct of the target gene and the endogenous control gene. For each group, mean 2^−ΔCt^ was calculated as the geometric mean of 2^−ΔCt^ of the 3 samples of the group. Fold change was then calculated as mean 2^−ΔCt (GDX group)^/mean 2^−ΔCt (sham group)^. Fold change values above 1.0 indicate a positive expression or up-regulation relative to sham group. Fold change values below 1 indicate a negative expression or down-regulation relative to the sham group. Primers for target genes were designed using Primer-Blast-NCBI-NIH and are listed in Table 1. In addition, the resulting PCR products were run on a 1.5% agarose gel and bands were sequenced to verify the sequence identity.

**Table 1:** Primers used to validate microarray results by Real-Time PCR.

Gene name	Gene symbol	ID	Primer forward and reverse	Product size
Bcl2-like1	Bcl2l1	NM_001033670	TTCGGCACGAGCAGTCAGCC ACCAGCTCCCGGTTGCTCTGA	160bp
Mdm4 p53 binding protein homolog (mouse)	Mdm4	NM_001012026	CACGGTGCAACAGAGTGCTCC ACCAAGGCAGGCCAGCAACA	190bp
Insulin degrading enzyme	Ide	NM_013159	TGGCTGTGGACGCACCAAGGA GGGTGGCGCTTCGGAAAGGT	125bp
Nibrin	Nbn	NM_138873	AGTCATCCCCAGTGCGCCAA TCGGGGCCTTTCCCCTAACCA	233bp
Cullin 2	Cul2	NM_001108417	TGCTTCGGCACAACGCCCTC TGCTTGGCTGCGCTCGATGT	131bp
Spermidine synthase	Srm	NM_053464	GCGCTCGCGGTACCAAGACA TCAGCACCTTCCGCGGGTTG	164bp
Presenilin 1	PSen1	NM_019163.3	GAGGAAGACGAAGAGCTGACA GAAGCTGACTGACTTGATGGTG	114bp
Cystatin C	Cst3	NM_012837.1	TGGTGAGAGCTCGTAAGCAG GCTGGATTTTGTCAGGGTGT	203bp
Cathepsin D	Ctsd	NM_134334.2	GGCATGGGCTACCCTTTTAT GACAGCTCCCCGTGGTAGTA	182bp
Transferrin	Tf	NM_001013110.1	GCATCAGACTCCAGCATCAA CAGGACAGTCTGGTGCTTCA	312bp
Insulin-like growth factor 2	Igf2	NM_001190162.1	TGTCTACCTCTCAGGCCGTACTT GTGGCGCTTGGCCTCTCTGA	185bp
Cyclophilin A	Ppia	NM_017101.1	CAAGACTGAGTGGCTGGATGG GCCCGCAAGTCAAAGAAATTAGAG	163bp
Transthyretin	TTR	NM_012681.2	GGACTGATATTTGCGTCTGAAGC ACTTTCACGGCCACATCGAC	119bp
Beta-2 microglobulin	B2m	NM_012512.2	CCGTGATCTTTCTGGTGCTTGTC CTATCTGAGGTGGGTGGAACTGAG	150bp

## Results

### Characterization of the hormonal status of the animals

The efficacy of gonadectomy was confirmed by comparing serum E2 and T levels. In addition body weight gain and uterus weight of sham females were compared with OVX animals (Table 2). Serum E2 levels in ovariectomized (0.036±0.0036ng/mL) were significantly lower than in control animals (0.052±0.0034 ng/mL). Differences between OVX and sham animals in body weight gain (34.24±2.286 vs. 11.09±2.211 g/animal) and uterus weight (0.051±0.003 vs. 0.118±0.008 mg) reached statistical significance in both cases. In rat males, serum T levels decreased from an average of 2.625±0.445 ng/mL in sham animals to 0.238±0.0534ng/mL after surgery. No differences were found in body weight between OOX (38.02±3.736 g/animal) and sham animals (31.97±10.03 g/animal).

**Table 2:** Serum E2 and T levels, and body and uterus weight in rats at the time of sacrifice.

	Female Sham rats	Female ovariectomized rats	Male Sham rats	Male orchidectomized rats
No. of animals (n)	8	8	8	8
Change in serum E2 level (ng/mL)	0.052±0.0034	0.036±0.0036 **	-	-
Change in serum T level (ng/mL)	-	-	2.625±0.445	0.238±0.0534***
Change in body weight (g)	11.09±2.211	34.24±2.286***	31.97±10.03	38.02±3.736
Uterus weight (mg)	0.1184±0.008	0.051±0.003***	-	-

Values are means±SEM. Differences between gonadectomized and sham-operated rats were assessed using Mann-Whitney test: **p<0.001; ***p<0.0001.

### Genes differentially expressed in CP in response to gonadectomy

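The largest changes in CP of OVX rats were taken by fitted difference among genes well above background on every array of a group. This leaves out genes such as Impg1, whose fitted difference was as large but which fewer arrays measured. No OVX array measured Impg1, so its fall is known only as a bound. Hoxa2, a homeobox gene of the hindbrain, was well above background on all 3 sham arrays and on none of the 3 OVX arrays, and was at least 12.3-fold lower after OVX (adjusted p = 0.0176). Sfrp2, a secreted antagonist of Wnt signaling, fell by 4.87 on the log2 scale (SE 0.42, n = 3 pools per group, adjusted p = 0.0237), Kcnj14, an inwardly rectifying potassium channel, fell by 4.63 (SE 0.25, adjusted p = 0.00507) and Meis1, a homeobox partner of Hox proteins, fell by 3.77 (SE 0.28, adjusted p = 0.0176). Gfra1, the co-receptor of glial cell line-derived neurotrophic factor, Mme, the amyloid-degrading protease neprilysin, Crhbp, which binds corticotropin-releasing hormone, and Batf3, a transcription factor of the AP-1 family, had log2 differences from -3.46 to -2.41 (SE 0.23 to 0.56, adjusted p from 0.0131 to 0.0444). Dbh, the enzyme that makes noradrenaline, was at least 5.30-fold lower (adjusted p = 0.0342). The next genes had some of the largest rises by fitted difference outside the clock genes. Slc26a9, a chloride transporter, was at least 3.79-fold higher and Lilrb4, an inhibitory receptor of myeloid cells, at least 2.63-fold. Cenpf, a kinetochore protein, was at least 1.54-fold higher and Cradd, an adaptor of cell death signaling, at least 1.24-fold. Pde6a, a phosphodiesterase of photoreceptors, was at least 1.10-fold higher. None of these 5 was well above background on a sham array (adjusted p from 0.00507 to 0.0475), so their rank rests on dim sham values. Cys1, measured in both groups, rose by 1.42 on the log2 scale, more than the bounds of Cenpf, Cradd and Pde6a show. Adra2c, an adrenergic receptor, rose by 2.23 (SE 0.48, adjusted p = 0.0456) and was well above background on 2 of 3 sham arrays, while the rise of Septin1, a cytoskeletal GTPase, passed (adjusted p = 0.0131) with no fold, since no bound above 1 could be given. On the slide that held both groups, the 7 lower genes with a fitted value differed by -5.36 to -2.18, on 1 array per group. Markers of other cells are given beside these genes. Of 13 hindbrain positional genes, 4 fell (adjusted over the list alone, 5 fell and 2 rose), with a median of -0.45 (camera adjusted p = 0.163). The median was -0.85 within the slide and -0.82 with scan day as a block, both resting on OVX replicate 1. Among the genes that fell were Irx2 (-2.26, SE 0.36), Hoxb4 (-1.59, SE 0.27) and Irx5 (-1.36, SE 0.22), with adjusted p = 0.0401 for each. Neuron markers had a median of -0.84 (camera adjusted p = 0.0323; adjusted p = 0.770 with an estimated correlation; within the slide -2.43), with 1 of 19 lower by the test of single genes. Fibroblast markers had a median of -0.31 (camera adjusted p = 0.00214, 0.276 with slide and 0.0541 with scan day as a block; adjusted p = 0.342 with an estimated correlation; within the slide -0.17); 3 of 20 fell (4 adjusted over the list alone), namely Sfrp2, Aldh1a2 (-0.82, SE 0.17, adjusted p = 0.0459) and the matrix protein Mgp (-0.82, SE 0.18, adjusted p = 0.0489). In all, 942 of 15154 genes passed an adjusted p under 0.05, 275 higher and 667 lower, and 3022 (19.9%) had an unadjusted p under 0.05; of the unnamed probes 1040 passed. No gene passed with slide as a block, which leaves 1 residual degree of freedom (904 had an unadjusted p under 0.05), 3 passed by the test that the methods name and 64 after quantile normalization (37 higher and 27 lower). In other settings lower genes outnumbered higher ones, as after normexp (74 and 38), scaled to the 75th percentile (647 and 383), with array weights (574 and 265) and in the value table (608 and 345). As after quantile normalization, higher genes outnumbered lower ones among the genes well above background on every array of a group (192 and 123; 106 and 82 in a refit on such probes alone). A gene enters these through the group in which it is higher. The same held with all groups in 1 fit (138 and 91) and with scan day as a block (13 and 1). The count was 4 without sham replicate 1, 16 without sham replicate 3, 2 without OVX replicate 1, 2 without OVX replicate 2 and 4 without OVX replicate 3; of 75 female genes that passed and are named in the text, 2 to 6 passed in these 5 fits.

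**Figure D1:**
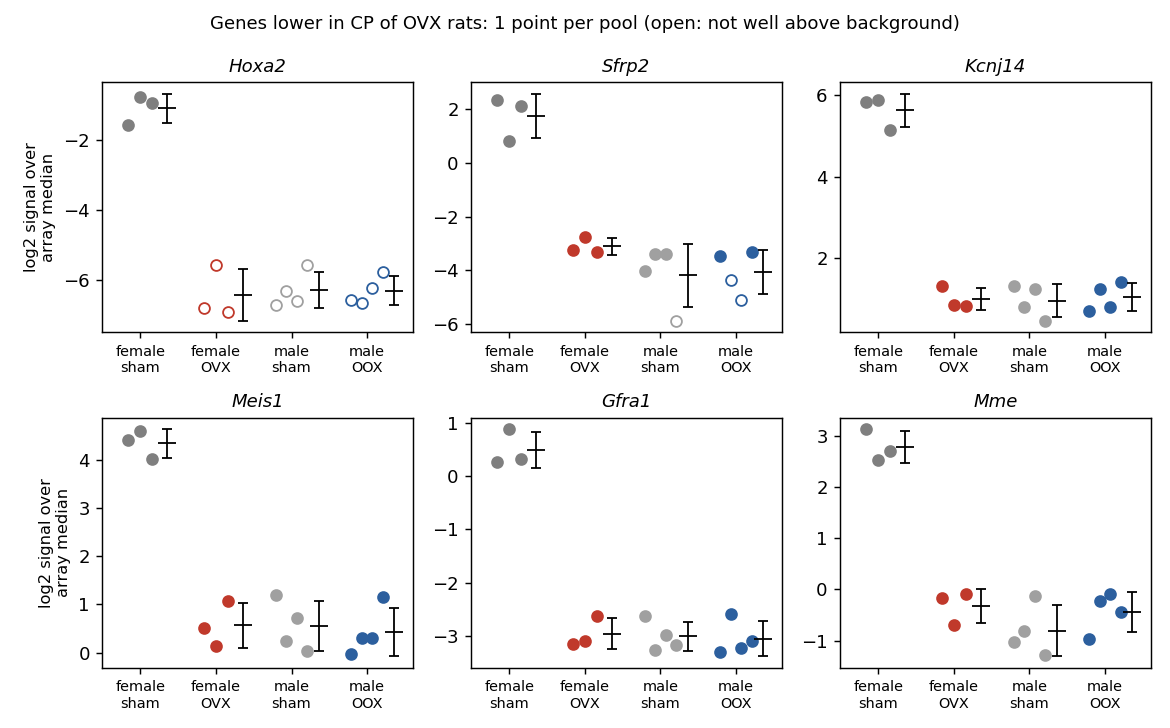
Signal of Hoxa2, Sfrp2, Kcnj14, Meis1, Gfra1 and Mme on each of the 14 arrays, as log2 over the array median, with 1 point per pool, open where the signal was not well above background, and the mean ± SD beside each group. In all 6 genes the 3 sham female pools lie above the 3 OVX pools and above the 8 male pools; by chance 10% of genes have no overlap between 3 pools and 3, in either direction, and these 6 were picked among the largest falls.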

Microarray analysis of whole CP genome expression in OVX compared to sham female rats identified more than 6,000 (*p*-value<0.05) differentially expressed genes (approximately 25%). Differences in the transcriptome of OOX males compared with sham ranged approximately 15% of the rat CP transcriptome. 

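In OOX males 13 of 15154 genes passed an adjusted p under 0.05, all higher, and 1042 (6.88%) had an unadjusted p under 0.05, 654 higher and 388 lower. Of these 13, 9 were genes of spermatids. The others were Scgb1b24, a secretoglobin, at least 3.77-fold higher (adjusted p = 0.0114), Fabp12, a fatty acid binding protein, at least 1.81-fold higher (adjusted p = 0.0387), and Ccl26 and Lypd4, which were chosen for naming after their values were seen and were dim in both groups, so that no fold is given. Scgb1b24 and Fabp12 were well above background on all 4 OOX arrays and on no sham male array, and in females on 1 of 3 sham and all 3 OVX arrays. No gene fell by the adjusted p of limma, and none passed in either direction by the test that the methods name. Lowest in p among the genes lower in OOX were, besides clock genes, Timp1, an inhibitor of matrix proteases (log2 difference -1.11, SE 0.19, adjusted p = 0.188; -1.24 within the slide that held both groups), and Ppp1r15b, a phosphatase subunit of the stress response (-0.69, SE 0.12, adjusted p = 0.209; within the slide -0.65); the values of the groups did not overlap in either, as 2.86% of genes would by chance with 4 pools against 4. With slide as a block 18 genes passed, 17 higher and 1 lower, but of the 10 male genes that passed and are named in the text only 2, Tnp2 and Hmgb4, were among them (adjusted p from 0.0431 to 0.188 over the 10). No gene passed in limma after normexp or with all groups in 1 fit (2604 and 1195 had an unadjusted p under 0.05). The count was 7 without OOX replicate 2, 7 without OOX replicate 3 and 6 without sham replicate 2, and 0 without sham replicate 1 and OOX replicate 2 together, a pair left out after the data had been seen because astrocyte markers stood apart in both. With males reduced to 3 pools per group, 0 to 9 genes passed over the 16 ways to do so (median 3.50).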

Using a 1.5– fold change as a cut-off, 1168 genes (4.7%) were up-regulated in CP of female OVX rats, while in CP male rats only 426 genes (1.7%) were up-regulated (Table 3) relative to sham animals. 

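At an unadjusted p under 0.05 and a fold change above 1.5, 904 genes were higher in OVX females and 413 in OOX males. Above 2-fold they were 290 and 149, and above 5-fold 10 and 12. The female genes above 5-fold included the clock genes Per2 and Ciart and 5 genes that spermatids use to pack and move sperm DNA and tails, Tnp1, Tnp2, Smcp, Crisp2 and Hmgb4. These 5 were well above background on 1 of 3 sham and on all 3 OVX arrays, did not pass the adjusted test (adjusted p from 0.176 to 0.207) and differed by -0.11 to 0.10 within the slide that held both groups. Of the female genes at these thresholds, 627 were well above background on every array of at least 1 group, against 228 of the male genes. Examples with both groups well measured were Cys1, a ciliary protein, which rose by 1.42 (SE 0.20, n = 3, adjusted p = 0.0401; within the slide 1.77), and Hp, haptoglobin, which rose by 1.20 (SE 0.20, adjusted p = 0.0401; 0.89). After normexp background correction the female genes at these thresholds were 412, with 107 higher and 305 lower, and the male genes 110, with 74 higher and 36 lower. After quantile normalization the male genes were 353, with 194 higher and 159 lower.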

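Syndig1, which organizes AMPA receptors, fell in OVX females by 2.38 (SE 0.41, n = 3 pools per group, adjusted p = 0.0401) and Lingo2, a neuronal membrane protein, by 1.52 (SE 0.17, adjusted p = 0.0401). Fam3d, a secreted cytokine-like protein, fell by 2.14 (SE 0.22, adjusted p = 0.0342); within the slide that held both groups these 3 genes differed by -3.28 to -1.59. Impg1, a proteoglycan of the retina, was well above background on 2 of 3 sham arrays and on no OVX array and was at least 2.77-fold lower (adjusted p = 0.0418), and Mptx1, a pentraxin, on 1 of 3 sham arrays, at least 1.34-fold lower (adjusted p = 0.0253). By the thresholds of the methods, 1203 genes were lower in OVX females and 107 in OOX males, 214 and 30 of them above 2-fold and 28 and 1 above 5-fold; the male gene was Ciart, a repressor of the clock. With arrays scaled to the 75th percentile the balance in females turned, 1093 higher and 1009 lower. Dim genes made up most of the lower female genes. Of the 1203, 814 were not well above background on any female array, and 537 of the 667 that passed the adjusted test were of this kind. All 1766 such genes together had a median log2 difference of -0.59, against -0.06 for the 12510 genes that every array of a group measured. Of the second kind 627 were higher and 353 lower at the thresholds; in a refit on such probes alone 1050 genes were, 667 higher and 383 lower.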

The same trend can be seen in Table 3, for down-regulated genes, with 1328 genes (5.3%) being down-regulated in CP of female rats and 123 genes (0.5%) in CP of male rats.

**Table 3:** Number of up and down-regulated genes in rat CP in response to ovariectomy or orchidectomy.

Fold-change	Females No. of genes (% of genome)	Males No. of genes (% of genome)
Up-regulated		
>1.5	1168 (4.7%)	426 (1.7%)
>2.0	422 (1.7%)	156 (0.62%)
>5.0	11 (0.04%)	20 (0.08%)
Down- regulated		
>1.5	1328 (5.3%)	123 (0.5%)
>2.0	141 (0.56%)	36 (0.14%)
>5.0	29 (0.12%)	3 (0.012%)

To further understand the biological relevance of these gene expression profiles, we carried out bioinformatic analyses to determine the pathways and GO terms most significantly associated with these genes.

### Functional annotation analysis

In order to explore altered functional pathways in response to gonadectomy in female and male rat CP, we used the bioinformatics database DAVID. Pathway enrichment analysis was performed by comparing each list of differential expressed genes to all available biological pathways provided by KEGG. The subsequent KEGG-test analysis revealed 11 KEGG-pathways that were significantly changed (Table 4). The most affected pathway was olfactory transduction (102 up-regulated and 282 down-regulated genes in female rat CP and 42 up-regulated genes in male rats CP; Tables S1 and S2). 

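Olfactory receptor genes were mostly dim in CP. Of 1141 measured, 178 were well above background on every sham female array and 292 on every OVX array, 225 on every sham male and 263 on every OOX array, and 641 were not on any female array. In OVX females 40 receptors rose and 252 fell (125 and 349 adjusted over the list alone), with a median log2 difference of -0.16 (camera adjusted p = 0.0323; adjusted p = 0.737 with an estimated correlation; within the slide that held both groups -0.73) that was 0.42 among the receptors well above background on every array of either group, a filter that lets receptors in through the group in which they are higher, more of them through OVX than through sham. Or6c35d rose by 0.75 (SE 0.12, n = 3, adjusted p = 0.0401) and was well above background on 1 of 3 sham arrays. Or2n1l (adjusted p = 0.0277), Or2z2 and Or1e27 (adjusted p = 0.0401 for both) also rose, on no sham array well above background and without a fold, since no bound above 1 could be given. At the thresholds of the methods 143 receptors were higher in OVX, 12.5% of them against 5.43% of other genes (odds ratio 2.50, 95% CI 2.05 to 3.02, Fisher's exact test, p = 3.41e-18), and 364 were lower, 31.9% against 5.99% (odds ratio 7.35, CI 6.36 to 8.50, p = 1.54e-137). All but 7 of those lower were not well above background on any female array. The 641 dim receptors had a median of -0.72 and 55.7% of them were lower at the thresholds, against -0.71 and 53.7% for other dim genes of matched signal. In OOX males no receptor passed the adjusted test of limma; 52 were higher (4.56%, odds ratio 1.81, CI 1.31 to 2.44, Fisher's exact test, p = 0.000287) and 9 lower (odds ratio 1.13, p = 0.712) at the thresholds. Among the higher ones was Or2t1, which all male arrays measured (log2 difference 0.68, SE 0.18, adjusted p = 0.461, n = 4; 0.55 within the slide of both male groups). Olfactory receptors were no longer in excess among the genes higher in either sex, nor among those lower in females, after normexp (odds ratios 0.600, 0.168 and 0.0396). Normexp adds an offset of 50, while the median signal of the arrays was 171 to 289. The median receptor lay at -6.37 to -5.54 (log2 over the array median). The offset thus draws the folds of dim receptors toward 1, so these ratios cannot decide whether the excess is real. The male excess became 0.712 without sham replicate 1. In the same exact test the odds ratio of lower receptors in males was 1.82 without OOX replicate 1 (p = 0.0435) and 1.59 without sham replicate 1 (p = 0.0433).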

Statistically significant changes were also found for genes involved in primary immunodeficiency, steroid hormone biosynthesis, taste transduction, maturity onset diabetes of the young, retinol metabolism, drug metabolism, metabolism of xenobiotics by cytochrome P450, pentose and glucuronate interconversions, ascorbate and aldarate metabolism and circadian rhythm (Table 4). 

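Genes higher at the thresholds of the methods overlapped between the sexes, 118 being higher in both against 24.6 expected (odds ratio 7.10, Fisher's exact test, p = 2.07e-49, over genes that are not independent), while 14 were lower in both against 8.49 (odds ratio 1.75, p = 0.0688). In the same exact test opposite directions were shared by 12 genes higher in females and lower in males, against 6.38 expected (odds ratio 2.00, p = 0.0362), and by 33 lower in females and higher in males, against 32.8 (odds ratio 1.01, p = 0.927). Genes of steroid hormone biosynthesis were taken as the study lists them in Tables S1 and S2; it chose them on these samples, so their directions are not independent evidence. Of 8 listed as higher in females, 1 rose (6 adjusted over the list alone), median 0.66 (camera adjusted p = 0.00214, 0.113 with slide as a block; adjusted p = 0.280 with an estimated correlation; within the slide of both groups 0.43). That gene was Sult2b1, a sterol sulfotransferase, dim on all but 1 female array (adjusted p = 0.0401); Srd5a2, a steroid 5-alpha-reductase well above background on all female arrays, had a log2 difference of 0.57, SE 0.14, adjusted p = 0.0597. Of 15 listed as lower in females, 5 fell (10 fell and 2 rose adjusted over the list alone), median -0.72 (camera adjusted p = 0.00227; adjusted p = 0.508 with an estimated correlation); 10 of the list, including Akr1d1 and Cyp7a1, enzymes of bile acid synthesis (adjusted p = 0.0401 for both), were not well above background on any female array, and the 4 well above background on every array of a group had a median of -0.07. Of 7 listed as higher in males none passed in limma (2 were higher at the thresholds), with a median of 0.39 (camera adjusted p = 0.0166, 0.247 with slide as a block; adjusted p = 0.347 with an estimated correlation) that was -0.15 after normexp. Tested as male effect minus female effect, a test of gene lists added after the data were seen, olfactory receptors had a median of 0.27 (camera adjusted p = 0.00718; adjusted p = 0.893 with an estimated correlation).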

Two of the pathways mentioned above, namely olfactory transduction and steroid hormone biosynthesis, were similarly regulated in female CP and in male rat CP. However, several pathways were exclusively up-regulated in female CP (Tables S1 and S7), such as primary immunodeficiency (7 genes; *p* = 8.5E-3), taste transduction (7 genes; *p* = 4.6E-2) and maturity onset diabetes of the young (6 genes; *p* = 1.1E-2). On the other hand, genes involved in retinol metabolism (18 genes; *p* = 6.4E-6), drug metabolism (16 genes; *p* = 1.1E-3), metabolism of xenobiotics by cytochrome P450 (15 genes; *p* = 4.9E-4), pentose and glucuronate interconversions (6 genes; *p* = 7.1E-3) and ascorbate and aldarate metabolism (6 genes; *p* = 1.3E-2), were significantly down-regulated only in female rat CP (Tables S1 and S7).

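Of 6 primary immunodeficiency genes measured, 3 rose in OVX females: Dclre1c, the nuclease Artemis of antigen receptor recombination, by 1.02 (SE 0.18, n = 3, adjusted p = 0.0401), Rfx5, which drives class II histocompatibility genes, by 0.65 (SE 0.12, same adjusted p), and Btk, a kinase of B cell receptor signaling, at least 1.48-fold (adjusted p = 0.0496). Cd4 (0.75, SE 0.18, adjusted p = 0.0623) and the B cell adaptor Blnk (0.63, SE 0.17, adjusted p = 0.0763) did not pass. The list had a median of 0.70 (camera adjusted p = 5.92e-05; within the slide 0.72) and a male median of 0.11 (camera adjusted p = 0.569). Of 7 taste transduction genes 5 rose, median 1.30 (camera adjusted p = 2.13e-06; within the slide 0.95), against a male median of 0.15 (camera adjusted p = 0.217), which was -0.17 after normexp. Of the genes listed for maturity onset diabetes of the young, Mnx1 and Iapp could not be matched to a gene measured here; of the 4 others 1 rose, the insulin gene Ins1 (0.88, SE 0.14, adjusted p = 0.0401), and Hnf4a, a liver and islet transcription factor, did not pass (0.96, SE 0.25, adjusted p = 0.0751); the median was 0.83 (camera adjusted p = 0.00214, 0.113 with slide as a block; within the slide 0.39) and in males 0.35 (camera adjusted p = 0.383; after normexp -0.05). In each female list all members (6, 7 and 4) passed adjusted over the list alone, no list passed with an estimated correlation (adjusted p = 0.280 for each), and the study had chosen the 3 lists on these samples, so neither is independent evidence. Lists chosen in one sex of these samples would differ between the sexes by that choice alone, so no test of the difference between the sexes is given for these lists or for the others taken from the study's tables.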

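Of 18 drug and xenobiotic metabolism genes that the study lists as lower in females, 4 fell in OVX (13 adjusted over the list alone), with a median of -0.71 (camera adjusted p = 2.13e-06; adjusted p = 0.280 with an estimated correlation; within the slide of both groups -0.77); the study chose the list on these samples, so this is not independent evidence. The only member that fell from a level well above background was Gstm5, a glutathione S-transferase of brain and testis (-1.72, SE 0.35, adjusted p = 0.0423, n = 3; within the slide -1.40). Ugt1a6, which glucuronidates phenols, had -0.75, SE 0.17, adjusted p = 0.0504 (within the slide -0.47) and Mgst2, a microsomal transferase, -0.70, SE 0.20, adjusted p = 0.0883, and neither passed. 10 members, among them Cyp3a2 and Cyp1a1, were not well above background on any female array and are given no fold. In males the list had a median of -0.08 (camera adjusted p = 0.596). Among families of enzymes listed without regard to these samples, UDP glucuronosyltransferases, of which 7 of 12 were dim on every female array, had a median of -0.67 (camera adjusted p = 0.00933; adjusted p = 0.348 with an estimated correlation; within the slide -0.73), with 2 lower (6 adjusted over the list alone), the dim Ugt2a1 and Ugt2b1, named after their values were seen. The call was lost after quantile normalization, after normexp and among members well above background, whose median was -0.16. Glutathione S-transferases had 1 of 26 lower, Gstm5, and a median of -0.12 (camera adjusted p = 0.721), 0.01 after quantile normalization. Cytochrome P450s of families 1 to 4 had 2 of 51 higher and 5 lower (5 and 9 adjusted over the list alone), with a median of 0.01 (camera adjusted p = 0.897) that turned to -0.03 after normexp; Cyp2a2, a steroid hydroxylase, rose by 0.80 (SE 0.14, adjusted p = 0.0401) and was well above background on 1 of 3 sham arrays, and Cyp2j3 had -0.59, SE 0.16, adjusted p = 0.0849.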

**Table 4:** KEGG pathways with significant association with genes differentially expressed in female and male rat choroid plexus.

	Females				Males			
	Up-regulated		Down-regulated		Up-regulated		Down-regulated	
Kegg pathways	Number of genes	P-value	Number of genes	P-value	Number of genes	P-value	Number of genes	P-value
Olfactory transduction	102	3.1E-12	282	1.7E-99	42	5.1E-5		
Primary immunodeficiency	7	8.5E-3						
Steroid hormone biosynthesis	7	2.6E-2	15	8.8E-6	5	1.7E-2		
Taste transduction	7	4.6E-2						
Maturity onset diabetes of the young	6	1.1E-2						
Retinol metabolism			18	6.4E-6				
Drug metabolism			16	1.1E-3				
Metabolism of xenobiotics by cytochrome P450			15	4.9E-4				
Pentose and glucuronate interconversions			6	7.1E-3				
Ascorbate and aldarate metabolism			6	1.3E-2				
Circadian rhythm							3	3.0E-3

Computational analysis allowed the detection of significantly enriched GO terms associated according to Biological Process, Molecular Function and Cellular Component.

Using DAVID analysis, the Biological Process domain of the Gene Ontology database provided the most extensive pathway assignments. Consistent with the pathway profiles, CP down-regulated male genes, were linked to biological processes (Fig. 1A) related to RNA metabolism (30 genes) and circadian rhythm process (6 genes) (Table S3). 

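In OVX females Ciart, a repressor of the clock, rose by 3.40 (SE 0.57, n = 3 pools per group, adjusted p = 0.0401), Per2, a core repressor, by 2.87 (SE 0.20, adjusted p = 0.0176) and Tef, an output transcription factor, by 1.52 (SE 0.27, adjusted p = 0.0401), while their activators Bmal1 and Npas2 fell by 2.60 (SE 0.39) and 1.50 (SE 0.22; adjusted p = 0.0401 for both). Within the slide of both female groups the differences were 2.37 for Ciart, 2.52 for Per2, 1.12 for Tef, -2.29 for Bmal1 and -1.04 for Npas2. In OOX males no clock gene passed the adjusted test of limma, and the values of these genes had the other sign: Ciart -2.85 (SE 0.40, n = 4, adjusted p = 0.0843; within the slide of both male groups -1.97), Tef -1.23 (SE 0.21, adjusted p = 0.185), Npas2 1.32 (SE 0.19, adjusted p = 0.0886) and Bmal1 2.05 (SE 0.31, adjusted p = 0.118). The list of output genes and repressors of the clock, 11 genes, had 5 higher in OVX (6 adjusted over the list alone), median 0.64 (camera adjusted p = 4.11e-05; adjusted p = 0.340 with an estimated correlation; within the slide 0.58), and in OOX a median of -0.57 (camera adjusted p = 6.96e-11; adjusted p = 0.309 with an estimated correlation; within the slide -0.38), where none passed (5 were lower at the thresholds and 6 adjusted over the list alone). The 5 activators and genes of the opposed phase had 2 lower in OVX (3 adjusted over the list alone), median -1.14 (camera adjusted p = 0.0329; adjusted p = 0.548 with an estimated correlation; with slide as a block -0.72, adjusted p = 0.268), and in OOX a median of 1.32 (camera adjusted p = 2.09e-06; adjusted p = 0.309 with an estimated correlation; within the slide 0.98), with 3 higher at the thresholds. The male effect minus the female effect was -6.26 for Ciart (SE 0.73, adjusted p = 0.00263), -4.22 for Per2 (SE 0.37, adjusted p = 0.000820), 4.65 for Bmal1 (SE 0.52, adjusted p = 0.00248) and 2.82 for Npas2 (SE 0.30, adjusted p = 0.00138), and in the median -1.13 for the first list (camera adjusted p = 5.45e-15; adjusted p = 0.0355 with an estimated correlation) and 2.53 for the second (adjusted p = 2.19e-06; 0.114 with an estimated correlation). The value of 0.0355 is tied with those of the circadian, immunodeficiency and taste lists of the study. Each of these was chosen in 1 sex of these samples, so the adjustment leans on lists that are not independent evidence. 

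**Figure D2:**
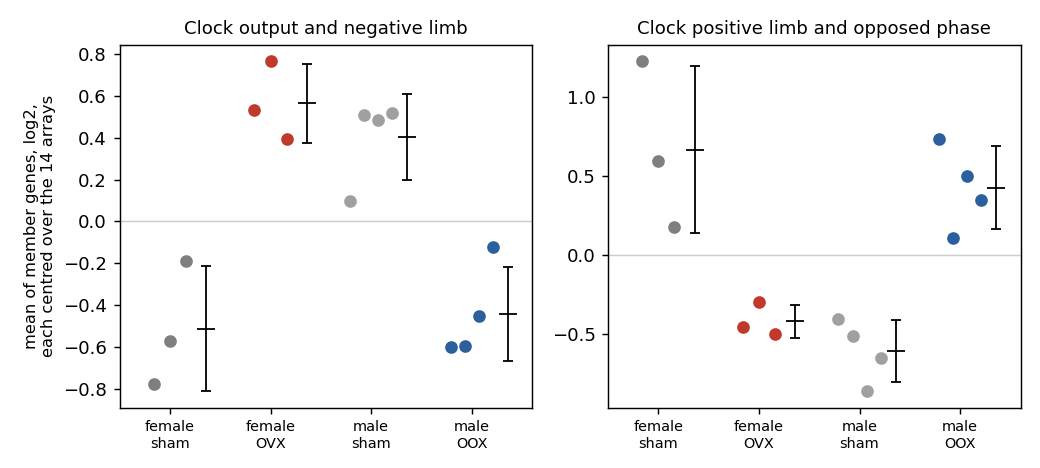
Mean of the genes of each clock list on each of the 14 arrays, in log2 and centred over the 14 arrays, with 1 point per pool and the mean ± SD beside each group. In the output list every OVX and sham male pool lies above 0 and every sham female and OOX pool below it, and in the positive limb list the reverse.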

The majority of up- and down-regulated CP female genes and up-regulated CP male genes were related to signal transduction and response to stimulus (Fig. 1A). Interestingly, there was a massive up- and down-regulation of CP female genes related to the subcategories of cell surface receptor linked signal transduction and G-protein coupled receptor protein signaling pathways (Tables S4 and S5). 

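Apart from the olfactory, vomeronasal, taste and trace amine families, 209 G-protein coupled receptors were measured in females; 4 rose and 9 fell (2 and 7 adjusted over the list alone), and the median of 0.02 (camera adjusted p = 0.408) turned to -0.03 after quantile normalization. F2rl3, a thrombin receptor, was at least 2.11-fold higher in OVX (adjusted p = 0.0401; dim on all 3 sham arrays), and Adgrg1, an adhesion receptor of neural progenitors, fell by 0.90 (SE 0.15, n = 3, same adjusted p; within the slide of both groups -0.78). P2ry4, a receptor for extracellular nucleotides, had a log2 difference of 0.62, SE 0.14, adjusted p = 0.0540 and did not pass. Of 15 trace amine receptors 4 fell (6 fell and 1 rose adjusted over the list alone), median -0.72 (camera adjusted p = 0.0231; adjusted p = 0.625 with an estimated correlation; within the slide -0.78), all 4 among the 10 that were dim on every female array, and those well above background in a group had a median of 0.23; Taar7b, well above background on 2 of 3 sham arrays, had 1.01, SE 0.26, adjusted p = 0.0746.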

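In OOX males no G-protein coupled receptor outside the chemosensory families passed the adjusted test of limma, of 209 measured; 16 were higher and 2 lower at an unadjusted p under 0.05 and a fold above 1.5. Their median was 0.13 (camera adjusted p = 0.0275, 0.832 with slide as a block; adjusted p = 0.341 with an estimated correlation; within the slide of both groups 0.14) and -0.09 after normexp. Those that stood out by their test statistic were Lpar1, a lysophosphatidic acid receptor of myelinating and meningeal cells (log2 difference 1.44, SE 0.39, adjusted p = 0.482, n = 4; within the slide 0.46), Ccr7, a chemokine receptor of lymphocytes (0.61, SE 0.18, adjusted p = 0.517; within the slide 0.51), Gpr12, which 3 of 4 sham arrays measured (0.78, SE 0.20, adjusted p = 0.442), and the adrenergic receptor Adrb3, which 1 of 4 sham arrays measured (0.80, SE 0.19, adjusted p = 0.384). Lymphocyte markers had a male median of 0.24 (camera adjusted p = 0.0166; adjusted p = 0.574 with an estimated correlation; within the slide 0.92), -0.12 after normexp.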

The same was observed for genes up-regulated in CP of males (Tables S6 and S8). As shown in Tables S4, S5 and S6, the majority of differentially expressed genes corresponded to genes involved in the neurological system processes, cognition and sensory perception. In terms of response to stimulus, the most prominent processes affected were related to detection of chemical stimulus involved in sensory perception (Tables S4, S5 and S6). 

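Of 24 acute phase and inflammation genes 1 rose in OVX females, Hp, and 1 fell, Mptx1 (2 and 2 adjusted over the list alone), and their median of 0.03 (camera adjusted p = 0.925) turned to -0.02 after quantile normalization. Il1b, an inflammatory cytokine, had a log2 difference of 0.41, SE 0.33, adjusted p = 0.519 (n = 3) and Lcn2, lipocalin 2, -0.54, SE 0.21, adjusted p = 0.199. Of 21 macrophage and microglia markers 1 rose, Lilrb4, and the median was 0.15 (camera adjusted p = 0.0654). It was 0.44 within the slide of both groups and 0.28 with scan day as a block, both resting on OVX replicate 1. The phagocyte genes Cd68 and Cybb had 0.42, SE 0.15, adjusted p = 0.161 and 0.44, SE 0.16, adjusted p = 0.171. Lymphocyte markers had 1 of 16 higher (3 higher and 1 lower adjusted over the list alone), Btk, and a median of 0.41 (camera adjusted p = 0.0527; within the slide 0.18). Genes of class II histocompatibility had 1 of 10 higher, Rfx5, and a median of 0.24 (camera adjusted p = 0.123; within the slide 0.44). Interferon response genes had none of 23 past the test of limma, none at the thresholds of the methods and a median of -0.03 (camera adjusted p = 0.925), 0.05 when arrays were scaled to the 75th percentile.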

Regarding genes up-regulated in female rat CP, there was a significant overrepresentation in the subcategories of immune response (38 genes; *p* = 2.3E-3), defense response (36 genes; *p* = 4.1E-3) and acute inflammatory response (12 genes; *p* = 1.0E-2) (Table S4). Down-regulated genes in female rat CP were exclusively included in the categories of hormone metabolic process (17 genes; *p* = 5.7E-3) and retinoic acid metabolic process (7 genes; *p* = 6.4E-4), among others (Table S5). 

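Of 28 genes of retinoid synthesis, transport and signaling, 3 fell and 1 rose in OVX females (8 and 1 adjusted over the list alone), with a median of -0.14 (camera adjusted p = 0.0703; within the slide of both groups -0.22). Aldh1a2, which makes retinoic acid and was also among the fibroblast markers, was 1 of those that fell, and Lrat, which esterifies retinol, rose by 0.88 (SE 0.12, n = 3, adjusted p = 0.0401; within the slide 1.05). Of 26 steroidogenic enzymes 1 rose (7 rose and 4 fell adjusted over the list alone), the sulfotransferase Sult2b1 at the limit of detection, and their median was 0.11 (camera adjusted p = 0.295). Cyp17a1, the enzyme of androgen synthesis, had a log2 difference of 0.47, SE 0.13, adjusted p = 0.0892, and Fdxr, the mitochondrial electron donor of steroidogenic cytochromes, -0.41, SE 0.12, adjusted p = 0.0981. Star, which carries cholesterol into mitochondria, was dim on the 3 sham arrays and well above background on the 3 OVX arrays and did not pass (adjusted p = 0.0518). Among 39 peptide hormone genes 3 rose and 1 fell (5 and 3 adjusted over the list alone), with a median of 0.06 (camera adjusted p = 0.549; -0.04 after normexp). The list holds the pituitary hormone genes Prl, Gh1, Pomc, Cga and Tshb, which were high in sham replicate 1 alone, where the list mean was 0.93 against -0.02 and 0.12 in the other sham pools (log2, relative to its mean over all arrays). The neuropeptide galanin, Gal, fell by 1.75 (SE 0.37, adjusted p = 0.0450; within the slide -1.88).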

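Tnp2, a transition protein that replaces histones in sperm, was at least 7.77-fold higher in OOX males (adjusted p = 0.00158), Crisp2, an acrosomal protein, at least 6.55-fold (adjusted p = 0.00554) and Hmgb4, a chromatin protein of spermatids, at least 3.80-fold (adjusted p = 0.00554), all 3 well above background on the 4 OOX and on no sham array. Tnp1 rose by 4.28 (SE 0.41, n = 4 pools per group, adjusted p = 0.0114; within the slide of both groups 4.78) and Smcp, of the sperm mitochondrial sheath, by 3.75 (SE 0.24, adjusted p = 0.00237; within the slide 4.04), each on 2 of 4 sham arrays well above background. Cmtm2a, a membrane protein of testis, rose by 1.82 (SE 0.22, adjusted p = 0.0387), and the germ cell genes Gtsf1 and Nt5c1b were at least 1.93-fold and 1.84-fold higher (adjusted p = 0.0102 and 0.00554). Of 12 spermatid genes in Table S8, a list the study chose on these samples and so not independent evidence, 9 rose (12 adjusted over the list alone), median 3.28 (camera adjusted p = 4.88e-40; adjusted p = 0.0564 with an estimated correlation; within the slide 3.63). Of 43 other spermatid and spermatocyte genes none passed in limma (9 were higher and 0 lower at the thresholds of the methods, 8 higher adjusted over the list alone), with a median of 0.25 (camera adjusted p = 0.00131, 0.0573 with slide as a block; adjusted p = 0.574 with an estimated correlation; within the slide 0.28) that was -0.09 after normexp. The protamines Prm1 and Prm3, well above background on all male arrays, had 0.93, SE 0.21, adjusted p = 0.345 and 0.79, SE 0.17, adjusted p = 0.333. Genes of Leydig and Sertoli cells had none of 17 past the test (2 higher at the thresholds) and a median of 0.15 (camera adjusted p = 0.0604). In females the list of Table S8 had a median of 2.01 (camera adjusted p = 0.000236, 0.863 with slide as a block; adjusted p = 0.548 with an estimated correlation), none of its genes passed in limma (8 were higher at the thresholds), and the difference was 0.05 within the slide of both groups. 

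**Figure D3:**
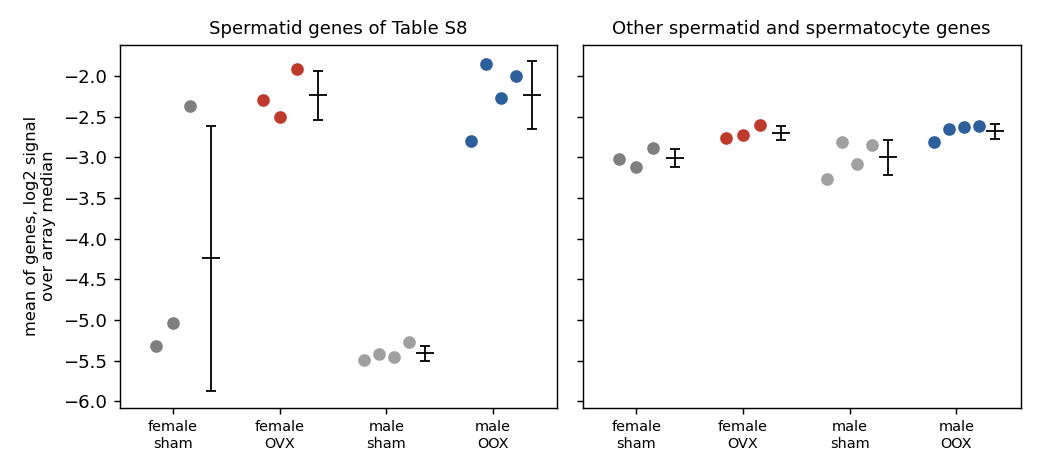
Mean log2 signal over the array median of the spermatid genes of Table S8 and of other spermatid and spermatocyte genes on each array, with 1 point per pool and the mean ± SD beside each group. The 4 OOX pools lie between -2.80 and -1.86 and the 4 sham male pools between -5.49 and -5.27; sham female replicate 3 lies at -2.37, among the OVX pools at -2.50 to -1.91, and the other sham females at -5.32 and -5.04.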

Male rat up-regulated genes related to reproduction were also significantly overrepresented (Table S6), indicating that a larger number of genes in this category increased in OOX animals.

**Figure 1:**
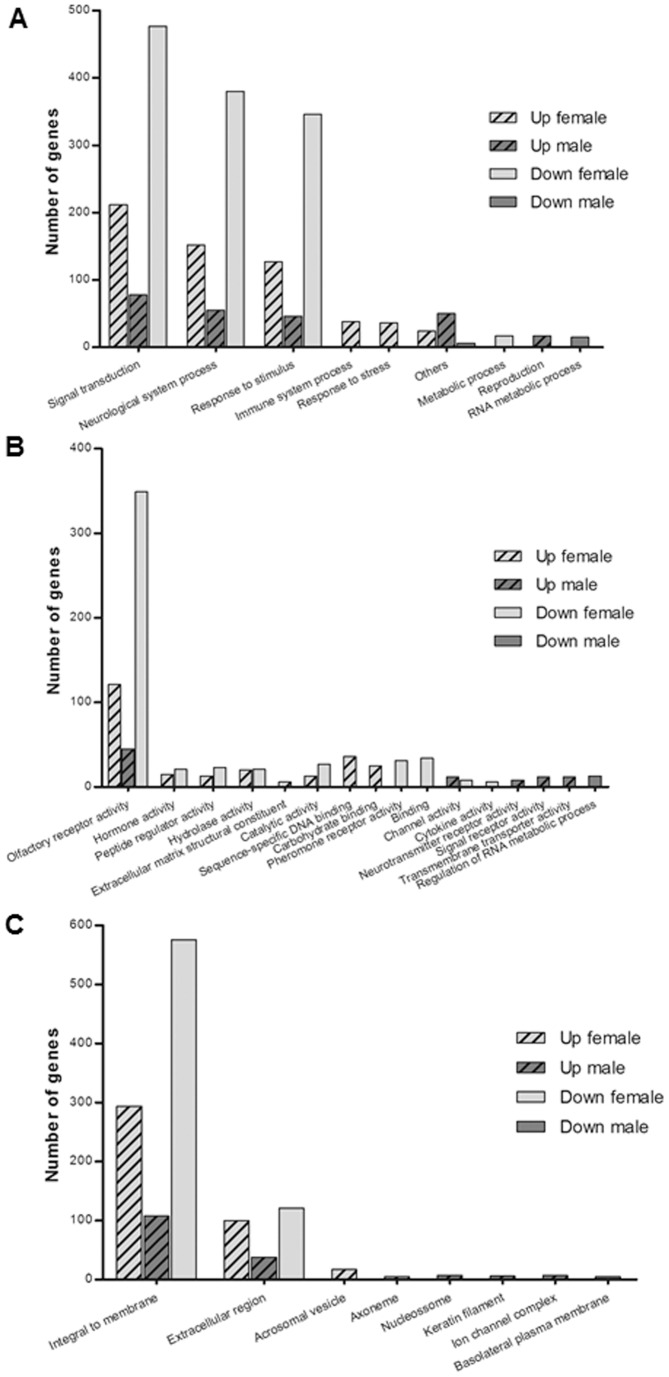
Gene ontology (GO) term enrichment analysis of differentially expressed genes. Biological processes (A), Molecular functions (B) and Cellular components (C).

Under the Molecular Function category (Fig. 1B) olfactory receptor activity, hormone activity, peptide regulator activity, hydroxylase activity and catalytic activity were overrepresented among the up- and down-regulated genes in female rat CP. Extracellular matrix structural constituents, sequence-specific DNA binding and carbohydrate binding proteins were exclusively up-regulated, whereas pheromone receptors, channels, cytokines and binding proteins were exclusively down-regulated in female rat CP. 

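Of 25 collagen and laminin genes 1 fell in OVX females, Col4a4, a basement membrane collagen (-1.07, SE 0.15, adjusted p = 0.0401, n = 3; within the slide of both groups -0.98), none rose, and the median was 0.04 (camera adjusted p = 0.487; within the slide 0.11). Col7a1, of anchoring fibrils, had 0.58, SE 0.18, adjusted p = 0.112 and did not pass. Of 236 ion channels 4 rose and 12 fell (4 and 11 adjusted over the list alone), median -0.10 (camera adjusted p = 0.992). Within the slide, on 1 array per group, the median was -0.16. Besides Kcnj14, P2rx3, an ATP-gated channel of sensory neurons, fell by 0.75 (SE 0.15, adjusted p = 0.0401; within the slide -0.62), and Scn4a, the sodium channel of muscle, was at least 1.66-fold higher (adjusted p = 0.0411; dim on all sham arrays). Of 113 vomeronasal receptors 7 rose and 20 fell (15 and 33 adjusted over the list alone), but 52 were dim on every female array, and the median of -0.08 (camera adjusted p = 0.370; within the slide -0.37) was 0.40 among those well above background on every array of either group, which a receptor enters through the group in which it is higher. Vom2r54 and Vom1r73, well above background on all female arrays, rose by 0.73 (SE 0.15, adjusted p = 0.0418) and 0.69 (SE 0.14, adjusted p = 0.0415), and Vom1r8 and Vom2r50 were at least 1.18-fold and 1.05-fold higher (adjusted p = 0.0401 for both). Cytokines and chemokines had 4 of 89 higher and 6 lower (8 and 8 adjusted over the list alone) and a median of 0.02 (camera adjusted p = 0.787), -0.05 after normexp.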

Olfactory receptors, channels, neurotransmitter receptors, signaling receptors and transmembrane transporters were overrepresented among the up-regulated genes in male rat CP, whereas regulation of RNA metabolism followed the opposite tendency.

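Of 236 ion channels none passed the adjusted test of limma in OOX males; 12 were higher and 2 lower at the thresholds of the methods. The median of 0.12 (camera adjusted p = 0.0682, 0.00871 with slide as a block) was -0.07 after normexp and -0.18 within the slide of both groups. The members that stood out were Kcns2, a silent subunit of voltage-gated potassium channels (log2 difference 0.68, SE 0.16, adjusted p = 0.365, n = 4; within the slide 0.56), Kcne1, another accessory subunit (0.45, SE 0.12, adjusted p = 0.479; 0.47), and Scn4a, well above background on 2 of 4 sham arrays (0.82, SE 0.19, adjusted p = 0.371; 0.56). Markers of brain tissue are given beside these. Oligodendrocyte markers had a median of 0.41 (camera adjusted p = 0.0212; adjusted p = 0.756 with an estimated correlation), which turned to -0.33 within the slide, and forebrain positional genes 0.45 (camera adjusted p = 0.0163, 0.774 with slide as a block; adjusted p = 0.341 with an estimated correlation; within the slide 0.24), with none of 14 and none of 9 past the test (1 and 1 higher at the thresholds). The forebrain gene Fezf2 had 0.99, SE 0.49, adjusted p = 0.695, and the myelin gene Mog 0.73, SE 0.47, adjusted p = 0.816. Neuron markers had a median of 0.42 (camera adjusted p = 0.119, 3.26e-05 with slide as a block) and -1.31 within the slide; Snap25, a synaptic vesicle fusion protein, had 0.72, SE 1.08, adjusted p = 0.959 and -1.68 there.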

Finally, under the Cellular Component category (Fig. 1C), integral to membrane and extracellular region were overrepresented among the up- and down-regulated genes in female rat CP and up-regulated genes in male rat CP. 

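Genes of the axoneme, the core of motile cilia, numbered 24, of which none passed in limma in OVX females, 3 were higher and 0 lower at the thresholds of the methods, and the median of -0.03 (camera adjusted p = 0.925) turned to 0.06 after quantile normalization. Dnah1, a dynein of the inner arm, had the largest statistic (log2 difference 0.69, SE 0.17, adjusted p = 0.0625, n = 3; within the slide of both groups 0.47), followed by Spag16, of the central pair (0.80, SE 0.25, adjusted p = 0.123; 0.59). Of 43 spermatid and spermatocyte genes outside Table S8, which include acrosomal ones, 3 rose and 2 fell (5 and 4 adjusted over the list alone), median 0.31 (camera adjusted p = 0.0176, 0.772 with slide and 0.211 with scan day as a block; adjusted p = 0.422 with an estimated correlation; within the slide 0.06). Tssk1b, a kinase of spermatids, was at least 1.48-fold higher (adjusted p = 0.0418) and dim on all sham arrays, and Actl7b, an actin-like protein of spermatids, rose (adjusted p = 0.0401) from a level too dim for a fold.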

Acrossomal vesicle and axoneme were exclusively up-regulated in female rat CP. In addition, nucleossome, keratin filament and ion channel complex were exclusively up-regulated in male rat CP, whereas basolateral plasma membrane followed the opposite tendency.

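Of 55 keratin and keratin-associated genes none passed the adjusted test of limma in OOX males (5 were higher and 1 lower at the thresholds of the methods). Their median was 0.23 (camera adjusted p = 0.0115, 0.379 with slide as a block; adjusted p = 0.574 with an estimated correlation; within the slide of both groups 0.27) and -0.07 after normexp. Krt20, of gut and taste epithelia, had a log2 difference of 0.72, SE 0.22, adjusted p = 0.536 (n = 4; within the slide 0.70) and Krt5, of basal epithelia, 0.63, SE 0.23, adjusted p = 0.644. In OVX females the same list had 3 higher and 2 lower (4 and 4 adjusted over the list alone) and a median of 0.21 (camera adjusted p = 0.0308, 0.617 with slide and 0.309 with scan day as a block; adjusted p = 0.330 with an estimated correlation; within the slide 0.14), -0.01 after normexp. Krtap10-2, a hair protein, rose by 1.04 (SE 0.18, n = 3, adjusted p = 0.0401) and Krt80 by 0.90 (SE 0.13, same adjusted p), and Krt19, of simple epithelia, fell by 2.04 (SE 0.45, adjusted p = 0.0487; within the slide -0.75). The male effect minus the female effect on keratins was 0.09 in the median (camera adjusted p = 0.930). Core histones had none of 33 past the test in males (0 higher and 1 lower at the thresholds), a median that lay at 0 to 2 decimals (camera adjusted p = 0.827) and at 0.18 within the slide; H2ab3, a variant of testis, had 0.67, SE 0.32, adjusted p = 0.668, and H1f0, a linker histone of resting cells, 0.34, SE 0.15, adjusted p = 0.650.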

### Validation of microarray results by quantitative Real-Time PCR analysis

To validate gene expression changes in rat CP induced by gonadectomy in the microarray analysis, qRT-PCR was performed in 15 genes that were either up or down-regulated in female or male GDX compared to sham animals. For 13 of these 15 genes there was complete agreement between the microarray results and the qRT-PCR results (Table 5). 

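In females 5 of the genes of Table 5 could be measured. Mdm4, a regulator of p53, was 1.34 (95% CI 1.02 to 1.75) times its sham level in OVX, and Nbn, of DNA break repair, 0.782 (95% CI 0.624 to 0.981) times; the other 3 had intervals that included 1, Srm, which makes spermidine, at 1.14 (95% CI 0.930 to 1.41), Ide, the insulin-degrading enzyme, at 0.904 (95% CI 0.753 to 1.08), and Bcl2l1, an inhibitor of cell death, at 0.876 (95% CI 0.658 to 1.17). In males 9 were measured. Ttr, Ctsd, Cst3, Tf and Igf2, which CP makes in abundance, saturated the scanner on every array, where a value shows only the ceiling relative to the array median, and B2m saturated on 5 of 8 arrays, so no fold is given for these 6. Of the rest, Bcl2l1 was at 0.985 (95% CI 0.734 to 1.32) times its sham level and Ide at 1.09 (95% CI 0.887 to 1.35). No gene passed in either sex by an exact permutation test, two-sided and adjusted by Benjamini-Hochberg over these genes (lowest adjusted p = 0.140 in females and 0.133 in males); 3 pools against 3 allow no exact p below 0.1. Intervals that excluded 1 without saturation were 2 in all, then 0 with slide as a block, 1 with scan day as a block, 1 after normexp, 0 without female sham replicate 1 or 3 or OVX replicate 1, and 1 without female sham replicate 2 or OVX replicate 2 or 3. The qRT-PCR values themselves were not analysed here.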

For almost all the cases the fold changes measured by qRT-PCR were less than those recorded using the microarray assay. For the two genes that were not consistent between the two methodologies, the microarray method gave an up-regulation of transcription, whereas the qRT-PCR method showed a down-regulation in the transcriptional response.

**Table 5:** Comparison of microarray and Real-Time PCR fold-changes of 15 selected genes differentially expressed in choroid plexus of gonadectomized female and male rats.

Gene	Gene name	Microarray	Real-Time PCR
Females			
Bcl2l1	Bcl2-like 1	1.61	0.59
Mdm4	Mdm4 p53 binding protein homolog (mouse)	1.39	0.96
Srm	Spermidine synthase	1.19	0.57
Ide	Insulin degrading enzyme	0.94	0.68
Nbn	Nibrin	0.81	0.48
Cul2	Cullin 2	0.83	0.62
Males			
Ide	Insulin degrading enzyme	1.10	1.33
Psen1	Presenilin 1	0.80	0.59
Bcl2l1	Bcl2-like 1	0.66	0.64
Cst3	Cystatin C	0.82	0.63
TTR	Transthyretin	0.81	0.95
Ctsd	Cathepsin D	0.79	0.94
Tf	Transferrin	0.81	0.76
Igf2	Insulin-like growth factor 2	0.81	0.93
B2m	Beta-2 microglobulin	0.86	0.74

## Discussion

CP is a brain structure involved in a variety of neurological disorders, including neurodegenerative, inflammatory, infectious, traumatic, neoplastic, and systemic diseases [20]. Moreover, the CP actively secretes CSF into the brain ventricles and creates the blood-CSF barrier. For this reason, CP epithelial cells may respond to factors released into the CSF following brain damage [2]. The CP has also been implicated in neuroendocrine signaling [23], amyloid clearance [24] and thyroid hormone distribution [25]. It has been demonstrated that CP also express sex hormone receptors, and synthesizes some peptides implicated in neuroprotection and neurodegeneration which are hormone responsive [26], [27]. Although there is evidence that the regulation of some of the molecules synthesized in CP, such as transthyretin, gelsolin and vasopressin [20] may have implications in the treatment of brain diseases, an analysis of the effects of SSHs on the transcriptome of female and male rat CP had never been done before.

To our knowledge, this study shows for the first time the response of the transcriptome of female and male rat CP to a decline in sex hormone levels induced by gonadectomy. The results presented here were validated by qRT-PCR, which confirmed the differential expression of selected candidate genes.

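The 10 genes with the smallest p in the interaction were clock genes and genes that OVX females expressed less than sham females did. The male effect minus the female effect was 4.71 for Kcnj14 (SE 0.37, 14 arrays, adjusted p = 0.000507), 3.42 for Gfra1 (SE 0.32, adjusted p = 0.00101), 3.48 for Mme (SE 0.41, adjusted p = 0.00263) and 3.46 for Batf3 (SE 0.35, adjusted p = 0.00123). Lingo2 differed by 2.31 (SE 0.28, adjusted p = 0.00409), and Hoxa2, dim in males and in OVX females, passed the same test (adjusted p = 0.00122). In males these genes had log2 differences of 0.08 (SE 0.25, n = 4) for Kcnj14, -0.05 (SE 0.21) for Gfra1, 0.37 (SE 0.28) for Mme and 1.04 (SE 0.23) for Batf3, none past the adjusted test. The 10 also include the clock genes Per2, Npas2, Bmal1 and Ciart. In all 38 genes passed an adjusted p under 0.05 in the interaction of limma over the 14 arrays, 28 with a higher value in males and 10 with a lower one, and 1560 had an unadjusted p under 0.05. Scaled to the 75th percentile, 83 passed (44 and 39), and after quantile normalization 64 (40 and 24). With scan day as a block 26 passed and the balance turned (9 and 17). With slide as a block 10 passed, but of the 22 genes named in the text that passed in the interaction only 2, Hoxa2 and Kcnj14, were among them (adjusted p from 0.0119 to 1.00 over the 22). Without single arrays the count was from 19 to 49: 24 without sham female replicate 1, 20 without replicate 2, 20, 19 and 22 without OVX replicates 1, 2 and 3, 19 without OOX replicate 3 and 20 without sham male replicate 2. Counted within each sex with males reduced to 3 pools per group, the thresholds of the methods gave 389 to 1072 male genes (median 642) against 2107 female genes. The paper reasons from counts of this kind: genes past an unadjusted p and a fold threshold were counted in OVX against sham females and in OOX against sham males, and the counts of the sexes were set side by side to compare the effect of gonadectomy on CP in females and males.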

Compared to sham animals, gonadectomy generated more transcriptional changes in females than in males. As mentioned earlier in the results section, 2496 genes were differentially expressed more than 1.5-fold in CP from OVX compared to sham female rats.

KEGG functional pathway analysis in females revealed the enrichment of a variety of processes of CP physiology represented mostly by chemical senses pathways, such as the olfactory system and taste transduction and metabolic pathways, such as retinoic acid and xenobiotic detoxification pathways. It was recently reported that taste receptor genes Tas1r1, Tas1r2, Tas1r3, and their associated G-protein genes were detected in the intra-ventricular epithelial cells of CP, probably allowing neurons to have proximal access to the contents of the CSF and to modulate their responses [28]. Previous evidence on the regulation of this pathway by the hormonal background showed that female rats experience changes in taste bud morphology during pregnancy [29]. Moreover the response of the parabrachial pons to bitter taste is increased in OVX rats comparing to controls [30]. Hence, it seems likely that sex hormones affect taste and nutrient sensing both at the level of the taste buds as well as in the CNS [31]. 

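Of 11 genes of taste signaling other than the receptors, 2 rose and 1 fell in OVX females (3 and 2 adjusted over the list alone), the latter the dim Gnat3, named after its values were seen, with a median of 0.30 (camera adjusted p = 0.0623; within the slide of both groups 0.04). Plcb2, the phospholipase C of taste cells, was dim on the 3 sham arrays and at least 1.35-fold higher on the OVX arrays (adjusted p = 0.0401). Gnb3, a G protein subunit of taste cells and cones, rose by 0.85 (SE 0.12, n = 3, same adjusted p; within the slide 0.96). Trpm5, the cation channel opened by this pathway, had a log2 difference of 0.68, SE 0.24, adjusted p = 0.162 and Gng13, its G protein gamma subunit, -1.47, SE 0.49, adjusted p = 0.140; neither passed. In males Plcb2, which 3 of 4 sham arrays measured, had 0.17, SE 0.27, adjusted p = 0.959 and Gnb3 0.15, SE 0.19, adjusted p = 0.959 (n = 4), and the interaction did not pass for either (adjusted p = 0.463 and 0.325).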

In our study, declination of hormone levels clearly induced an up-regulation of 7 genes, including taste receptor genes and phospholipase C beta2, which were associated with taste transduction. 

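Of 32 taste receptor genes measured in females, 16 were not well above background on any array, 4 rose and 3 fell in OVX (8 and 7 adjusted over the list alone), and the median of 0.33 (camera adjusted p = 0.376) lay at 0 to 2 decimals after normexp, at -0.17 within the slide of both groups and at -0.32 with scan day as a block. Tas2r124, Tas2r137 and Tas2r144, bitter receptors, rose (adjusted p = 0.0401 for each), but were dim on every sham array and well above background on 2 of 3, 1 of 3 and 2 of 3 OVX arrays, so that no fold is given; Tas2r134, on 2 of 3 OVX arrays, did not pass (adjusted p = 0.0872). Among members that every female array measured, Tas2r109 had 0.51, SE 0.14, adjusted p = 0.0871 (n = 3; within the slide 0.45) and Tas1r1, a subunit of the umami receptor, 0.45, SE 0.14, adjusted p = 0.124.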

Interestingly, in our study we identified differentially expressed receptors of the Tas2r family, important for the detection of bitter-tasting compounds [32]. Our comparative gene expression analysis provides the first evidence that the expression of taste-related genes in rat CP are under the control of SSHs. Finally, the fact that changes in expression levels occurred in CP suggests a role for this tissue as a taste sensor in the brain, most likely specialized in “tasting” the chemical composition of the CSF.

Hormone decline in rat CP had also important effects on other chemical sensing pathways, namely olfactory transduction signaling, with 102 genes being up-regulated and 282 genes being down-regulated. Among these differential expressed genes, most are olfactory receptors (ORs).There is evidence that SSHs trigger alterations in olfactory function in humans [33], and steroid hormones such as androstenone and androstadienone were identified as ORs ligands [34]. 

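Of 18 genes of olfactory signaling other than the receptors, 1 rose and 2 fell in OVX females (2 and 3 adjusted over the list alone), the latter the dim Pdc and Omp, of which Omp is named after its values were seen, and the median of -0.06 (camera adjusted p = 0.787) turned to 0.02 with arrays scaled to the 75th percentile and to 0.06 within the slide of both groups. Cngb1, a subunit of the cyclic nucleotide-gated channel, rose by 0.95 (SE 0.17, n = 3, adjusted p = 0.0401; within the slide 0.66) and was well above background on 1 of 3 sham arrays; Rtp1, which brings receptors to the cell surface, had a log2 difference of 0.57, SE 0.18, adjusted p = 0.122 and did not pass. Of 4 such genes that the study lists as higher, 2 rose (4 adjusted over the list alone; median 0.91, camera adjusted p = 0.00105; adjusted p = 0.280 with an estimated correlation), and of 4 that it lists as lower 3 fell (4 adjusted over the list alone; median -0.78, camera adjusted p = 0.00131; adjusted p = 0.448 with an estimated correlation), among them the kinase Prkg2 and the channel regulator Clca5, but none of the latter was well above background on any female array. The study chose both lists on these samples, so this is not independent evidence.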

Initially identified in the sensory neurons of the olfactory epithelium, recent studies showed that different tissues throughout the body also expressed ORs [35], in different cell types, such as sperm, testis and kidney [36]. In these tissues their potential functions are unknown, but putative sensory roles have been proposed. 

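Pdc, which encodes phosducin, a protein of photoreceptors that binds G protein beta and gamma subunits, passed the test as lower in OVX females (adjusted p = 0.0401, n = 3 pools per group) but was not well above background on any of the 6 arrays, so no fold is given. In males it was dim on all 8 arrays and did not pass (adjusted p = 0.845; interaction, adjusted p = 0.263).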

Other interesting gene differentially expressed in rat female CP was phosducin. Phosducin is a protein highly abundant in the retinal photoreceptor cells and pinealocytes. However, higher levels of phosducin were also found in a small number of brain cells, such as habenular commissura, superior colliculus, ventral tegmental area and amygdala [37]. Together, our current transcriptome results suggest a possible function of CP in olfactory transduction, where OR genes may not function as odorant receptors but have other functions with important implications in the surveillance of the CSF composition. In fact, the expression of the olfactory signaling system has been previously found in the kidney and placenta [36], [38]. To our knowledge, this is the first report indicating the presence of the olfactory transduction machinery in CP, a barrier organ like the kidney and placenta.

Five metabolic pathways among the eleven pathways significantly modulated by hormone decline were: retinol metabolism, drug metabolism, metabolism of xenobiotics by cytochrome P450, pentose and glucuronate interconversions and ascorbate and aldarate metabolism. 

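Of 19 retinol metabolism genes taken from Table S1, 5 fell in OVX females (14 adjusted over the list alone), with a median of -0.72 (camera adjusted p = 4.11e-05; adjusted p = 0.340 with an estimated correlation; within the slide of both groups -0.74). The study chose the list on these samples, so its direction is not independent evidence. The 1 gene that fell from a level well above background was Aldh1a2. Aldh1a1, a second retinaldehyde dehydrogenase, had a log2 difference of -1.20, SE 0.30, adjusted p = 0.0639 (n = 3; within the slide -1.10) and Rdh11, a retinol dehydrogenase, -0.71, SE 0.20, adjusted p = 0.0967 (-0.35), and neither passed. 9 members were dim on every female array, among them Dhrs9, another dehydrogenase of retinol, and Cyp3a23-3a1, a cytochrome P450, whose falls passed (adjusted p = 0.0436 for both) with no fold. In males the list had a median of -0.08 (camera adjusted p = 0.807).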

The overrepresentation of 18 significantly down-regulated genes in female CP transcriptome that were related to retinol metabolism, are in accordance with previous results described in other tissues [39], [40]. The components involved in retinoic acid homeostasis and in the metabolism and function of retinoids have been localized in cell populations of vascular and nervous tissues of the adult rat CNS [41], particularly in CP [42], [43]. Romand *et al.* revealed that retinol dehydrogenase (RDH10), shown to represent a limiting factor in the synthesis of retinoic acid, is present in the CP [44]. The down-regulation of RDH10 in female rat CP was demonstrated in our study, suggesting a possible role of SSHs in the production of retinaldehyde from retinol in CP that could be essential for the CNS development [44]. Moreover, several studies also suggest that, there will be different factors that regulate retinoic acid synthesis. 

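Rdh10, the retinol dehydrogenase that makes retinaldehyde, was well above background on all female arrays. Its log2 signal over the array median was -0.18 ± 0.08 (SD, n = 3) in sham and -0.97 ± 0.30 (SD, n = 3) in OVX, a difference of -0.78 (SE 0.18), which did not pass the adjusted test of limma (adjusted p = 0.0519); within the slide of both groups it was -0.58. Every OVX pool lay below every sham pool. In males the difference was -0.11, SE 0.24, adjusted p = 0.960 (n = 4), and the interaction did not pass (adjusted p = 0.454).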

Estrogens, for instance, coordinately up-regulate retinoic acid production and signaling in the human endometrium [39]. Furthermore, induction of the biosynthesis of retinoic acid occurs in the uterus of OVX rat, after estradiol administration [40]. Taken together, our current results together with the studies described above strongly favor the idea that SSHs, particularly estrogens, regulate CP retinol signaling.

We also confirmed the down-regulation of genes encoding molecules involved in the metabolism of drugs and xenobiotics. Long recognized for its great ability as a reabsorbing organ, the CP was once regarded as being primarily a tissue for clearing noxious substances [45], since the reabsorption of brain catabolites and drug metabolites by epithelial cells pivotally maintains CSF purity [46]. Alcohol dehydrogenase and cytochromes P450 are of particular interest in the metabolism of ethanol in the brain. In our study, we showed a down-regulation of alcohol dehydrogenase class IV (ADH4) and cytochromes P450 2 and 3 in female rat CP. 

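Adh7, the class IV alcohol dehydrogenase, was not well above background on any female array and did not pass (adjusted p = 0.0527). The same held for Cyp2c12 (adjusted p = 0.0608) and Cyp2d2 (adjusted p = 0.0673), cytochromes P450 that are abundant in liver, and no fold is given for these 3. Adh1c, an alcohol dehydrogenase that all female arrays measured, had a log2 difference of -0.48, SE 0.29, adjusted p = 0.383 (n = 3; within the slide of both groups 0.25).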

Our results are in concordance with the study of Martinez *et al.*, who identified the presence of ADH1 and ADH4 in rat CP, suggesting a function of these enzymes as metabolic barriers [47]. Moreover, the rat CP has also been shown to be immunoreactive for Cyp1A1, an isoform involved in the metabolism of carcinogenic polycyclic aromatic hydrocarbons [48]. This isoform was identified in our microarrays results and is also down-regulated in female rat CP. It is interesting to note that steroid hormones contribute to the transcriptional regulation of enzymes that are involved in the metabolism of drugs and xenobiotics, such as P450s [49]. These observations are in agreement with our findings, suggesting that SSHs could exert a protective mechanism in CP, through the regulation of molecules involved in drug metabolism.

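Cyp1a1, the cytochrome P450 that dioxins induce, passed the adjusted test as lower in OVX females (adjusted p = 0.0491, n = 3 pools per group). It was not well above background on any of the 6 arrays, so no fold is given, nor did it pass in males (adjusted p = 0.959) or in the interaction (adjusted p = 0.492).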

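Il34, a ligand of the macrophage colony-stimulating factor receptor, rose in OVX females by 1.02 (SE 0.17, n = 3, adjusted p = 0.0401; within the slide of both groups 1.21), as did Xcl1, a chemokine for dendritic cells, by 1.49 (SE 0.29, same adjusted p; within the slide 1.75). Il22, a cytokine that acts on epithelia, was well above background on 2 of 3 sham arrays and on no OVX array and was at least 2.21-fold lower (adjusted p = 0.0401). The monocyte chemokines Ccl7 and Ccl2 had log2 differences of -1.02, SE 0.25, adjusted p = 0.0623 and -0.98, SE 0.28, adjusted p = 0.0893 (within the slide -0.32 and -0.68) and did not pass. Among cytokines and chemokines at the thresholds of the methods 10 were higher and 12 lower, and 18 of the list were dim on every female array.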

The identification of down-regulation of cytokine activity is consistent with the presence of cytokine receptors in CP epithelial cells [5]. In fact, CP secretes several inflammatory mediators that may change in response to specific stimuli [50]. Microarray analysis of the mouse CP gene regulation after inflammatory stimuli showed that the expression of several chemokines was altered [50]. Biological function annotation and enrichment showed the up and down-regulation of genes involved in a variety of processes, affecting several fields of the cell physiology, as signal transduction and response to stimulus. Other two well-represented subcategories such as immune system process and response to stress contain up-regulated genes whose functions may influence the interaction of molecules of the immune system with stress response. This hypothesis, if true, is in agreement with recent microarray observation indicating that chronic stress altered the rat CP expression of several genes, up-regulating genes involved in immune responses, such as, IL1b and TNF-α [51].

Enrichment analysis for cellular component and molecular function showed that the main enriched significantly up- and down-regulated genes found in these categories code for integral membrane proteins and also proteins found in the extracellular region with binding and catalytic activity. This finding corroborates the existence of a complex regulation of intracellular networks that control the catabolic processes triggered by SSHs upon reception of external stimulus from the peripheral circulation and/or the CSF.

Comparing CP gene expression from OOX with sham rat male, we have identified 549 genes differentially expressed 1.5-fold or above. When the up- and down-regulated genes were input into de KEGG pathway database, some clustering of transcriptional responses was evident, showing that orchidectomy induced differential expression of genes associated with steroid hormone biosynthesis and circadian rhythm.

In CP of rat males, orchidectomy clearly induced an up-regulation of steroid hormone biosynthesis, with five genes being up-regulated, such as Cytochrome P450 isoforms and 17-beta dehydrogenase 3. 

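Hsd17b3, the 17-beta dehydrogenase of testicular testosterone synthesis, was well above background on 1 of 4 sham and 4 of 4 OOX arrays, with a log2 difference of 0.82, SE 0.25, adjusted p = 0.533 (n = 4; within the slide of both groups 1.34), which did not pass. Of 26 steroidogenic enzymes measured in males none passed in limma; 3 were higher and 0 lower at an unadjusted p under 0.05 and a fold above 1.5, and the median of 0.09 (camera adjusted p = 0.119) turned to -0.06 after normexp. Hsd3b1, which oxidizes pregnenolone and was well above background on all male arrays, had -0.02, SE 0.28, adjusted p = 0.992, and the sulfotransferases Sult2a1, Sult2a2 and Sult2a6 were dim on every male array.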

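Among the adrenal 11-beta-hydroxylases, Cyp11b3 was well above background on all 14 arrays, with a log2 difference of 0.25, SE 0.20, adjusted p = 0.893 in males (n = 4) and 0.13, SE 0.11, adjusted p = 0.558 in females (n = 3). Cyp11b1 was well above background on 1 of 4 sham and 2 of 4 OOX male arrays and Cyp11b2 on 0 of 4 sham and 1 of 4 OOX arrays, and neither passed in males (adjusted p = 0.899 and 0.613).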

We have identified here, the presence of Cyp11b2, Cyp11b3 and of Cyp11b1 in rat CP. The later has been confirmed earlier by other authors [52]. These results suggest that circulating hormones could regulate the synthesis of mineralocorticoids and glucocorticoids in the CP and probably modulate CSF volume and electrolyte concentrations [52]. In the brain, emerging evidence indicates that, steroids directly synthesized within the CNS, either *de novo* from cholesterol or by *in situ* metabolism of circulating steroid precursors play an important role as endogenous modulators of neuronal functions and behavioral processes, and that alterations of neurosteroid concentrations may contribute to the pathophysiology of neuronal disorders [53]. Altogether, these findings suggest that CP may be a new steroidogenic organ responding to alterations in the blood and CSF hormonal composition through the activation of its own steroidogenic machinery.

Other interesting results were the decreased expression of three genes (basic helix-loop-helix family, period homolog 2 and 3), which integrate the mammalian circadian clock and play an important role in maintaining or organizing circadian rhythm [54]. 

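Per2 and Per3 were well above background on all arrays. In OOX males Per2 had a log2 difference of -1.35 (SE 0.27, n = 4, adjusted p = 0.267; within the slide of both groups -0.57) and Per3 of -0.18 (SE 0.13, adjusted p = 0.850; within the slide 0.05), and neither passed, while in OVX females Per3 rose by 0.64 (SE 0.12, n = 3, adjusted p = 0.0401). As a list chosen by the study on these samples, and so not independent evidence, and without Bhlhe41, which the study lists too but which could not be matched to a gene measured here, the 2 genes had a male median of -0.77 (camera adjusted p = 0.0115, 0.362 with slide as a block; adjusted p = 0.341 with an estimated correlation; 1 lower adjusted over the list alone). The clock output genes Dbp and Nr1d2 had 1.53, SE 0.46, adjusted p = 0.106 and 0.85, SE 0.17, adjusted p = 0.0401 in females, where Nr1d2 rose and Dbp did not pass, and Dbp had -1.50, SE 0.33, adjusted p = 0.341 in males. The male effect minus the female effect did not pass for Per3 (adjusted p = 0.0752) or Dbp (adjusted p = 0.0752) and passed for Nr1d2 (adjusted p = 0.00495). In sham male replicates 2 and 3 Dbp lay at 8.18 and 8.15 (log2 over the array median). Cst3, which saturated on every male array, lay at 8.18 and 8.14 there. The differences of Dbp may thus be limited by the ceiling of the scanner.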

The results obtained in our study are in agreement with the description of a relationship between androgens and circadian timing system, in which androgens modulate the hypothalamic suprachiasmatic nucleus timekeeping in a dose-dependent manner [55]. Moreover, at the behavioral level, gonadectomy produces a dramatic loss of the evening activity in male mice, that could be restored by testosterone treatment, suggesting that androgenic hormones regulate circadian responses [56].

The up-regulated rat male CP transcriptome was enriched with genes that clustered in ontologies characteristic of transport activity and binding, which are in accordance with the subcategories of integral to membrane and ion channel complexes. Specifically, the enrichment of genes in Biological process: signal transduction and response to stimulus is indicative of the importance of SSHs in the perception of molecular signals and the regulation of cellular downstream processes in CP. Down-regulated rat male genes in CP transcriptome enriched cellular component for basolateral plasma membrane. 

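Of 25 ion transporters of the apical and basolateral membranes none passed in limma in OOX males, and none was past the thresholds of the methods. The median was -0.12 (camera adjusted p = 0.0205, 0.0710 with slide as a block; adjusted p = 0.662 with an estimated correlation; within the slide of both groups -0.03); 4 members saturated on every array, where all genes share the value of the scanner's ceiling, and without them the median was -0.05 (camera adjusted p = 0.195). Car12, a carbonic anhydrase of the basolateral membrane, had a log2 difference of -0.49, SE 0.13, adjusted p = 0.452 (n = 4; within the slide -0.40).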

Enriched molecular functions indicated that down-regulated genes encoded proteins that regulate channel and cytokine activity and RNA metabolic processes.

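Among male ion channels, Clcn5, the chloride transporter of endosomes, had a log2 difference of -0.54, SE 0.17, adjusted p = 0.535 (n = 4; within the slide of both groups -0.45). Of 89 cytokines and chemokines 1 rose in OOX, the dim Ccl26, 6 were higher and 0 lower at the thresholds of the methods, and the median of 0.08 (camera adjusted p = 0.112, 0.00201 with slide as a block; within the slide 0.43) was -0.08 after normexp; Ccl17, a chemokine for T cells, had 0.85, SE 0.29, adjusted p = 0.617 and Csf1, the macrophage growth factor, 0.43, SE 0.17, adjusted p = 0.648.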

## Conclusions

This is, to our knowledge, the first study demonstrating transcriptional regulation of female and male rat CP genes in response to different hormonal backgrounds. The GDX female and male CP suffered changes in the expression of genes associated with several pathways. Although more pronounced in females than in males, most of these CP expression changes occurred in genes implicated in chemical sensing, metabolism, steroid hormone biosynthesis and circadian rhythm pathways, adding to CP other putative functions that account for the efficient regulation of the CNS homeostasis and CSF composition. Moreover, the results described herein underscore the importance of the SSHs in the regulation of target genes that may acquire relevance as new potential therapeutic targets or agents to prevent or delay neurological disorders, and their overall impact in CP functions.

This work serves as a starting point for further studies, in order to examine in detail the origin of the alterations observed and to validate the observed changes using complementary approaches to disclose the functional implications of our findings.

## Supporting Information

Table S1 **Female CP differentially expressed genes associated with KEGG pathway analysis using DAVID.**
(DOCX) Click here for additional data file.

Table S2 **Male CP differentially expressed genes associated with KEGG pathway analysis using DAVID.**
(DOCX) Click here for additional data file.

Table S3 **Grouping of 3738 genes down-regulated in male CP according to their participation in biological processes (p<0.05) using DAVID.**
(DOCX) Click here for additional data file.

Table S4 **Grouping of 6270 genes up-regulated in female CP according to their participation in biological processes (p<0.05) using DAVID.**
(DOCX) Click here for additional data file.

Table S5 **Grouping of 6270 genes down-regulated in female CP according to their participation in biological processes (p<0.05) using DAVID.**
(DOCX) Click here for additional data file.

Table S6 **Grouping of 3738 genes up-regulated in male CP according to their participation in biological processes (p<0.05) using DAVID.**
(DOCX) Click here for additional data file.

Table S7 **The top 20 up and down regulated genes in the CP of female rats.** Differential gene expression between sham and gonadectomized female rats'CP. Genes were ranked on their fold changes and the twenty with the highest or lowest fold changes are shown here.
(DOCX) Click here for additional data file.

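Table S7 ranks single genes by their fold change between OVX and sham pools, with the values of 3 pools per group behind each fold. Of its 20 genes listed as higher, 16 could be matched to a named gene here, 16 of these were higher, 15 at the thresholds of the methods, and 12 passed the adjusted test; of the 20 listed as lower, 18 were matched, 18 were lower, 18 at the thresholds, and 16 passed. The study chose these genes on the same samples, so the counts are not independent evidence.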

Table S8 **The top 20 up and down regulated genes in the CP of male rats.** Differential gene expression between sham and gonadectomized male rats' CP. The genes were ranked on their fold changes and the twenty with the highest or lowest fold changes are shown here.
(DOCX) Click here for additional data file.

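Table S8 ranks genes in the same way by their fold change between OOX and sham pools of males. Of its 20 genes listed as higher, 19 were matched to a named gene, 19 of these were higher, 18 at the thresholds of the methods, and 9 passed the adjusted test of limma; of the 20 listed as lower, 14 were matched, 13 were lower, 12 at the thresholds, and none passed. These genes too were picked on the samples tested here.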

# Supplementary material for: Analysis of the Effects of Sex Hormone Background on the Rat Choroid Plexus Transcriptome by cDNA Microarrays
**Source:** PLoS One. 2013 Apr 9;8(4):e60199. doi: 10.1371/journal.pone.0060199
**Supplement:** Table S1 — Female CP differentially expressed genes associated with KEGG pathway analysis using DAVID.

| Kegg Pathways | **CP Female up-regulated genes** | **CP Female down-regulated genes** |
| --- | --- | --- |
| **Olfactory transduction** | - Chloride channel calcium activated 4-like - Cyclic nucleotide gated channel alpha 3 - Cyclic nucleotide gated channel alpha 4 - Cyclic nucleotide gated channel beta 1 - Olfactory receptors | Table S1. Female CP differentially expressed genes associated with KEGG pathway analysis using DAVID.   - Phosducin - Chloride channel calcium activated 5 - Protein kinase, cGMP-dependent, type II - Olfactory receptors |
| **Primary immunodeficiency** | - B-cell linker - Bruton agammaglobulinemia tyrosine kinase - CD19 molecule - Cd4 molecule - DNA cross-link repair 1C, PSO2 homolog (S. cerevisiae) - Regulatory factor X, 5 (influences HLA class II expression) - Similar to tumor necrosis factor receptor superfamily, member 13b; tumor necrosis factor receptor superfamily, member 13B |  |
| **Steroid hormone biosynthesis** | - Cytochrome P450, 3a18 - Cytochrome P450, subfamily 11B, polypeptide 3 - Hydroxy-delta-5-steroid dehydrogenase, 3 beta- and steroid delta-isomerase 1; 3 beta-hydroxysteroid dehydrogenase/delta-5-delta-4 isomerase type II - Hydroxy-delta-5-steroid dehydrogenase, 3 beta- and steroid delta-isomerase 5; similar to 3 beta-hydroxysteroid dehydrogenase type 3 (3 beta-hydroxysteroid dehydrogenase type III) (3Beta-HSD III) (NADPH-dependent 3-beta-hydroxy-delta(5)-steroid dehydrogenase) (3-beta-hydroxy-5-ene steroid dehydrogenase) (Progesterone reductas... - Hydroxysteroid (17-beta) dehydrogenase 3 - Steroid-5-alpha-reductase, alpha polypeptide 2 (3-oxo-5 alpha-steroid delta 4-dehydrogenase alpha 2) - Sulfotransferase family, cytosolic, 2B, member 1 | - UDP glucuronosyltransferase 1 family, polypeptide A2; - UDP glucuronosyltransferase 1 family, polypeptide A5; - UDP glycosyltransferase 1 family polypeptide A3; - UDP glucuronosyltransferase 1 family, polypeptide A6; - UDP glucuronosyltransferase 1 family, polypeptide A9; - UDP glycosyltransferase 1 family, polypeptide A8; - UDP glucuronosyltransferase 1 family, polypeptide A7C; - UDP glucuronosyltransferase 1 family, polypeptide A1 RG Rattus norvegicus - UDP glucuronosyltransferase 2 family, polypeptide A3; similar to UDP glycosyltransferase 2 family, polypeptide B4 - UDP glucuronosyltransferase 2 family, polypeptide B17 - UDP glucuronosyltransferase 2 family, polypeptide B36 - UDP glucuronosyltransferase 2 family, polypeptide B5; similar to UDP-glucuronosyltransferase 2B2 precursor (UDPGT) (3-hydroxyandrogen specific) (UDPGTr-4) (RLUG23); - UDP-glucuronosyltransferase 2 family, member 37 - UDP glycosyltransferase 2 family, polypeptide B - aldo-keto reductase family 1, member C18 - aldo-keto reductase family 1, member D1 (delta 4-3-ketosteroid-5-beta-reductase) - cytochrome P450, family 1, subfamily a, polypeptide 1 - cytochrome P450, family 3, subfamily a, polypeptide 2 - cytochrome P450, family 3, subfamily a, polypeptide 23/polypeptide 1; cytochrome P450, family 3, subfamily a, polypeptide 73 - cytochrome P450, family 7, subfamily a, polypeptide 1 - hydroxy-delta-5-steroid dehydrogenase, 3 beta- and steroid delta-isomerase 1; 3 beta-hydroxysteroid dehydrogenase/delta-5-delta-4 isomerase type II - hydroxy-delta-5-steroid dehydrogenase, 3 beta- and steroid delta-isomerase 5; similar to 3 beta-hydroxysteroid dehydrogenase type 3 (3 beta-hydroxysteroid dehydrogenase type III) (3Beta-HSD III) (NADPH-dependent 3-beta-hydroxy-delta(5)-steroid dehydrogenase) (3-beta-hydroxy-5-ene steroid dehydrogenase) (Progesterone reductas... - sulfotransferase family 1E, estrogen-preferring, member 1; estrogen sulfotransferase |
| **Taste transduction** | - Guanine nucleotide binding protein (G protein), beta polypeptide 3 - Phospholipase C, beta 2 - Sodium channel, nonvoltage-gated 1 gamma - Taste receptor, type 2, member 124 - Taste receptor, type 2, member 134 - Taste receptor, type 2, member 137 - Taste receptor, type 2, member 40 |  |
| **Maturity onset diabetes of the young** | - Forkhead box A3 - Hepatocyte nuclear factor 4, alpha - Homeobox gene HB9 - Insulin 1 - Islet amyloid polypeptide - Pyruvate kinase, liver and RBC |  |
| **Retinol Metabolism** |  | - UDP glucuronosyltransferase 1 family, polypeptide A2; - UDP glucuronosyltransferase 1 family, polypeptide A5; - UDP glycosyltransferase 1 family polypeptide A3; - UDP glucuronosyltransferase 1 family, polypeptide A6; - UDP glucuronosyltransferase 1 family, polypeptide A9; - UDP glycosyltransferase 1 family, polypeptide A8; - UDP glucuronosyltransferase 1 family, polypeptide A7C; - UDP glucuronosyltransferase 1 family, polypeptide A1 - UDP glucuronosyltransferase 2 family, polypeptide A3; similar to UDP glycosyltransferase 2 family, polypeptide B4 - UDP glucuronosyltransferase 2 family, polypeptide B17 - UDP glucuronosyltransferase 2 family, polypeptide B36 - UDP glucuronosyltransferase 2 family, polypeptide B5; similar to UDP-glucuronosyltransferase 2B2 precursor (UDPGT) (3-hydroxyandrogen specific) (UDPGTr-4) (RLUG23); UDP-glucuronosyltransferase 2 family, member 37 - UDP glycosyltransferase 2 family, polypeptide B - alcohol dehydrogenase 7 (class IV), mu or sigma polypeptide - aldehyde dehydrogenase 1 family, member A1 - aldehyde dehydrogenase 1 family, member A2 - cytochrome P450 4X1; cytochrome P450, family 4, subfamily a, polypeptide 8 - cytochrome P450, family 1, subfamily a, polypeptide 1 - cytochrome P450, family 2, subfamily c, polypeptide 12 - cytochrome P450, family 3, subfamily a, polypeptide 2 - cytochrome P450, family 3, subfamily a, polypeptide 23/polypeptide 1; cytochrome P450, family 3, subfamily a, polypeptide 73 - dehydrogenase/reductase (SDR family) member 9 - retinol dehydrogenase 10 (all-trans) - retinol dehydrogenase 11 (all-trans/9-cis/11-cis) - similar to Cytochrome P450 2C24 (CYPIIC24) (P450-PROS2) |
| **Drug Metabolism** |  | - UDP glucuronosyltransferase 1 family, polypeptide A2; - UDP glucuronosyltransferase 1 family, polypeptide A5; - UDP glycosyltransferase 1 family polypeptide A3; - UDP glucuronosyltransferase 1 family, polypeptide A6; - UDP glucuronosyltransferase 1 family, polypeptide A9; - UDP glycosyltransferase 1 family, polypeptide A8; - UDP glucuronosyltransferase 1 family, polypeptide A7C; - UDP glucuronosyltransferase 1 family, polypeptide A1 - UDP glucuronosyltransferase 2 family, polypeptide A3; similar to UDP glycosyltransferase 2 family, polypeptide B4 - UDP glucuronosyltransferase 2 family, polypeptide B17 - UDP glucuronosyltransferase 2 family, polypeptide B36 - UDP glucuronosyltransferase 2 family, polypeptide B5; similar to UDP-glucuronosyltransferase 2B2 precursor (UDPGT) (3-hydroxyandrogen specific) (UDPGTr-4) (RLUG23); UDP-glucuronosyltransferase 2 family, member 37 - UDP glycosyltransferase 2 family, polypeptide B - alcohol dehydrogenase 7 (class IV), mu or sigma polypeptide - aldehyde oxidase 3-like 1 - cytochrome P450, family 2, subfamily c, polypeptide 12 - cytochrome P450, family 2, subfamily d, polypeptide 2 - cytochrome P450, family 3, subfamily a, polypeptide 2 - cytochrome P450, family 3, subfamily a, polypeptide 23/polypeptide 1; cytochrome P450, family 3, subfamily a, polypeptide 73 - glutathione S-transferase Yc2 subunit - glutathione S-transferase, mu 5 - microsomal glutathione S-transferase 2 - similar to Cytochrome P450 2C24 (CYPIIC24) (P450-PROS2) |
| **Metabolism of xenobiotics by cytochrome P450** |  | - UDP glucuronosyltransferase 1 family, polypeptide A2; - UDP glucuronosyltransferase 1 family, polypeptide A5; - UDP glycosyltransferase 1 family polypeptide A3; - UDP glucuronosyltransferase 1 family, polypeptide A6; - UDP glucuronosyltransferase 1 family, polypeptide A9; - UDP glycosyltransferase 1 family, polypeptide A8; - UDP glucuronosyltransferase 1 family, polypeptide A7C; - UDP glucuronosyltransferase 1 family, polypeptide A1 - UDP glucuronosyltransferase 2 family, polypeptide A3; similar to UDP glycosyltransferase 2 family, polypeptide B4 - UDP glucuronosyltransferase 2 family, polypeptide B17 - UDP glucuronosyltransferase 2 family, polypeptide B36 - UDP glucuronosyltransferase 2 family, polypeptide B5; similar to UDP-glucuronosyltransferase 2B2 precursor (UDPGT) (3-hydroxyandrogen specific) (UDPGTr-4) (RLUG23); UDP-glucuronosyltransferase 2 family, member 37 - UDP glycosyltransferase 2 family, polypeptide B - alcohol dehydrogenase 7 (class IV), mu or sigma polypeptide - cytochrome P450, family 1, subfamily a, polypeptide 1 - cytochrome P450, family 2, subfamily c, polypeptide 12 - cytochrome P450, family 3, subfamily a, polypeptide 2 - cytochrome P450, family 3, subfamily a, polypeptide 23/polypeptide 1; cytochrome P450, family 3, subfamily a, polypeptide 73 - glutathione S-transferase Yc2 subunit - glutathione S-transferase, mu 5 - microsomal glutathione S-transferase 2 - similar to Cytochrome P450 2C24 (CYPIIC24) (P450-PROS2) |
| **Pentose and glucuronate interconversions/ Ascorbate and aldarate metabolism** |  | - UDP glucuronosyltransferase 1 family, polypeptide A2; - UDP glucuronosyltransferase 1 family, polypeptide A5; - UDP glycosyltransferase 1 family polypeptide A3; - UDP glucuronosyltransferase 1 family, polypeptide A6; - UDP glucuronosyltransferase 1 family, polypeptide A9; - UDP glycosyltransferase 1 family, polypeptide A8; - UDP glucuronosyltransferase 1 family, polypeptide A7C; - UDP glucuronosyltransferase 1 family, polypeptide A1 - UDP glucuronosyltransferase 2 family, polypeptide A3; similar to UDP glycosyltransferase 2 family, polypeptide B4 - UDP glucuronosyltransferase 2 family, polypeptide B17 - UDP glucuronosyltransferase 2 family, polypeptide B36 - UDP glucuronosyltransferase 2 family, polypeptide B5; similar to UDP-glucuronosyltransferase 2B2 precursor (UDPGT) (3-hydroxyandrogen specific) (UDPGTr-4) (RLUG23); - UDP-glucuronosyltransferase 2 family, member 37 - UDP glycosyltransferase 2 family |

# Supplementary material for: Analysis of the Effects of Sex Hormone Background on the Rat Choroid Plexus Transcriptome by cDNA Microarrays
**Source:** PLoS One. 2013 Apr 9;8(4):e60199. doi: 10.1371/journal.pone.0060199
**Supplement:** Table S2 — Male CP differentially expressed genes associated with KEGG pathway analysis using DAVID.

| Kegg Pathways | **CP male up-regulated genes** | **CP male down-regulated genes** |
| --- | --- | --- |
| **Olfactory transduction** | - cyclic nucleotide gated channel alpha 3 - cyclic nucleotide gated channel alpha 4 - guanylate cyclase activator 1B - olfactory receptors |  |
| **Steroid hormone biosynthesis** | - cytochrome P450, family 3, subfamily a, polypeptide 23/polypeptide 1; - cytochrome P450, family 3, subfamily a, polypeptide 73 - cytochrome P450, subfamily 11B, polypeptide 2 - cytochrome P450, subfamily 11B, polypeptide 3 - hydroxysteroid (17-beta) dehydrogenase 3 - sulfotransferase family 2A, dehydroepiandrosterone (DHEA)-preferring-like 1; sulfotransferase family 2A, - dehydroepiandrosterone (DHEA)-preferring, member 2 |  |
| **Circadian rhythm** |  | - basic helix-loop-helix family, member e41 - period homolog 2 (Drosophila) - period homolog 3 (Drosophila) |

Table S2. Male CP differentially expressed genes associated with KEGG pathway analysis using DAVID.

# Supplementary material for: Analysis of the Effects of Sex Hormone Background on the Rat Choroid Plexus Transcriptome by cDNA Microarrays
**Source:** PLoS One. 2013 Apr 9;8(4):e60199. doi: 10.1371/journal.pone.0060199
**Supplement:** Table S3 — Grouping of 3738 genes down-regulated in male CP according to their participation in biological processes (p<0.05) using DAVID.

| **GO Biological processes** | **CP of sham male rats versus OOX male rats** | **Count** | **%** | **P-value** |
| --- | --- | --- | --- | --- |
| RNA metabolic process | GO:0006355: regulation of transcription, DNA-dependent | 15 | 12.2% | 2.9E-2 |
|  | GO:0051252: regulation of RNA metabolic process | 15 | 12.2% | 3.5E-2 |
| Others | GO:0048511: rhythmic process | 6 | 4.9% | 3.9E-3 |

Table S3. Grouping of 3738 genes down-regulated in male CP according to their participation in biological processes (p<0.05) using DAVID.

# Supplementary material for: Analysis of the Effects of Sex Hormone Background on the Rat Choroid Plexus Transcriptome by cDNA Microarrays
**Source:** PLoS One. 2013 Apr 9;8(4):e60199. doi: 10.1371/journal.pone.0060199
**Supplement:** Table S4 — Grouping of 6270 genes up-regulated in female CP according to their participation in biological processes (p<0.05) using DAVID.

| **GO Biological processes** | **CP of sham female rats versus OVX female rats** | **Count** | **%** | **P-value** |
| --- | --- | --- | --- | --- |
| Signal transduction | GO:0007166: cell surface receptor linked signal transduction | 212 | 18.4% | 1.1E-10 |
|  | GO:0007186: G-protein coupled receptor protein signaling pathway | 189 | 16.4% | 5.2E-14 |
| Neurological system process | GO:0050877: neurological system process | 152 | 13.2% | 1.2E-7 |
|  | GO:0050890: cognition | 145 | 12.6% | 7.7E-10 |
|  | GO:0007600: sensory perception | 142 | 12.3% | 2.6E-11 |
|  | GO:0007606: sensory perception of chemical stimulus | 134 | 11.5% | 4.5E-13 |
|  | GO:0007608: sensory perception of smell | 125 | 10.8% | 3.0E-11 |
|  | GO:0050909: sensory perception of taste | 8 | 0.7% | 1.2E-2 |
| Response to stimulus | GO:0051606: detection of stimulus | 127 | 11.0% | 1.0E-10 |
|  | GO:0009593: detection of chemical stimulus | 123 | 10.6% | 9.2E-11 |
|  | GO:0050906: detection of stimulus involved in sensory perception | 123 | 10.6% | 1.5E-10 |
|  | GO:0050907: detection of chemical stimulus involved in sensory perception | 122 | 10.6% | 9.2E-11 |
|  | GO:0050911: detection of chemical stimulus involved in sensory perception of smell | 120 | 10.4% | 2.4E-10 |
| Immune system process | GO:0006955: immune response | 38 | 3.3% | 2.3E-3 |
| Response to stress | GO:0006952: defense response | 36 | 3.1% | 4.1E-3 |
|  | GO:0002526: acute inflammatory response | 12 | 1.0% | 1.0E-2 |
| Others | GO:0007369: gastrulation | 9 | 0.8% | 3.5E-2 |
|  | GO:0042476: odontogenesis | 8 | 0.7% | 2.7E-2 |
|  | GO:0042475: odontogenesis of dentine-containing tooth | 7 | 0.6% | 2.6E-2 |

Table S4. Grouping of 6270 genes up-regulated in female CP according to their participation in biological processes (p<0.05) using DAVID.

# Supplementary material for: Analysis of the Effects of Sex Hormone Background on the Rat Choroid Plexus Transcriptome by cDNA Microarrays
**Source:** PLoS One. 2013 Apr 9;8(4):e60199. doi: 10.1371/journal.pone.0060199
**Supplement:** Table S5 — Grouping of 6270 genes down-regulated in female CP according to their participation in biological processes (p<0.05) using DAVID.

| **GO Biological processes** | **CP of sham female rats versus OVX female rats** | **Count** | **%** | **P-value** |
| --- | --- | --- | --- | --- |
| Signal transduction | GO:0007166: cell surface receptor linked signal transduction | 477 | 36.4% | 9.9E-108 |
|  | GO:0007186: G-protein coupled receptor protein signaling pathway | 453 | 34.6% | 1.1E-131 |
| Neurological system process | GO:0050877: neurological system process | 380 | 29.0% | 1.9E-94 |
|  | GO:0050890: cognition | 368 | 28.1% | 1.8E-105 |
|  | GO:0007600: sensory perception | 361 | 27.5% | 4.7E-111 |
|  | GO:0007606: sensory perception of chemical stimulus | 352 | 26.8% | 1.4E-123 |
|  | GO:0007608: sensory perception of smell | 342 | 26.1% | 1.0E-120 |
|  | GO:0050909: sensory perception of taste | 10 | 0.8% | 5.5E-3 |
| Response to stimulus | GO:0051606: detection of stimulus | 346 | 26.4% | 3.2E-118 |
|  | GO:0050906: detection of stimulus involved in sensory perception | 341 | 26.0% | 1.5E-119 |
|  | GO:0009593: detection of chemical stimulus | 340 | 25.9% | 7.7E-120 |
|  | GO:0050911: detection of chemical stimulus involved in sensory perception of smell | 339 | 25.9% | 9.0E-122 |
|  | GO:0050907: detection of chemical stimulus involved in sensory perception | 339 | 25.9% | 1.3E-120 |
| Metabolic process | GO:0042445: hormone metabolic process | 17 | 1.3% | 5.7E-3 |
|  | GO:0034754: cellular hormone metabolic process | 14 | 1.1% | 5.4E-4 |
|  | GO: 0042573: retinoic acid metabolic process | 7 | 0.5% | 6.4E-4 |
|  | GO:0006776: vitamin A metabolic process | 7 | 0.5% | 1.2E-2 |
|  | GO:0016101: diterpenoid metabolic process | 7 | 0.5% | 2.0E-2 |
|  | GO:0001523: retinoid metabolic process | 7 | 0.5% | 2.0E-2 |
|  | GO:0006721: terpenoid metabolic process | 7 | 0.5% | 3.1E-2 |
|  | GO:0006775: fat-soluble vitamin metabolic process | 7 | 0.5% | 4.5E-2 |
|  | GO:0008207: C21-steroid hormone metabolic process | 5 | 0.4% | 8.8E-3 |

Table S5. Grouping of 6270 genes down-regulated in female CP according to their participation in biological processes (p<0.05) using DAVID.

# Supplementary material for: Analysis of the Effects of Sex Hormone Background on the Rat Choroid Plexus Transcriptome by cDNA Microarrays
**Source:** PLoS One. 2013 Apr 9;8(4):e60199. doi: 10.1371/journal.pone.0060199
**Supplement:** Table S6 — Grouping of 3738 genes up-regulated in male CP according to their participation in biological processes (p<0.05) using DAVID.

| **GO Biological processes** | **CP of sham male rats versus OOX male rats** | **Count** | **%** | **P-value** |
| --- | --- | --- | --- | --- |
| Signal transduction | GO:0007166: cell surface receptor linked signal transduction | 78 | 18.4% | 5.9E-5 |
|  | GO:0007186: G-protein coupled receptor protein signaling pathway | 68 | 16.0% | 1.2E-5 |
| Neurological system process | GO:0050877: neurological system process | 55 | 13.0% | 1.7E-3 |
|  | GO:0050890: cognition | 52 | 12.3% | 3.8E-4 |
|  | GO:0007600: sensory perception | 50 | 11.8% | 2.2E-4 |
|  | GO:0007606: sensory perception of chemical stimulus | 46 | 10.8% | 1.4E-4 |
|  | GO:0007608: sensory perception of smell | 46 | 10.8% | 5.6E-5 |
| Response to stimulus | GO:0051606: detection of stimulus | 46 | 10.8% | 1.5E-4 |
|  | GO:0050911: detection of chemical stimulus involved in sensory perception of smell | 45 | 10.6% | 6.5E-5 |
|  | GO:0050906: detection of chemical stimulus involved in sensory perception | 45 | 10.6% | 7.9E-5 |
|  | GO:0009593: detection of chemical stimulus | 45 | 10.6% | 1.0E-4 |
|  | GO:0050907: detection of stimulus involved in sensory perception | 45 | 10.6% | 1.2E-4 |
| Reproduction | GO:0048609: reproductive process in a multicellular organism | 17 | 4.0% | 1.5E-2 |
|  | GO:0032504: multicellular organism reproduction | 17 | 4.0% | 1.5E-2 |
|  | GO:0019953: sexual reproduction | 15 | 3.5% | 1.6E-2 |
|  | GO:0007276: gamete generation | 13 | 3.1% | 2.8E-2 |
|  | GO:0007283: spermatogenesis | 11 | 2.6% | 2.6E-2 |
|  | GO:0048232: male gamete generation | 11 | 2.6% | 2.6E-2 |
|  | GO:00610: reproductive cellular process | 10 | 2.4% | 8.0E-3 |
| Others | GO:0045944: positive regulation of transcription from RNA polymerase II promoter | 14 | 3.3% | 4.1E-2 |
|  | GO:0048511: rhythmic process | 9 | 2.1% | 1.3E-2 |
|  | GO:0015837: amine transport | 7 | 1.7% | 3.3E-2 |
|  | GO:0003044: regulation of systemic arterial blood pressure mediated by chemical signal | 5 | 1.2% | 2.7E-3 |
|  | GO:0003073: regulation of systemic arterial blood pressure | 5 | 1.2% | 1.0E-2 |
|  | GO:0007586: digestion | 5 | 1.2% | 1.5E-2 |
|  | GO:0007623:circadian rhythm | 5 | 1.2% | 3.4E-2 |

Table S6. Grouping of 3738 genes up-regulated in male CP according to their participation in biological processes (p<0.05) using DAVID.

# Supplementary material for: Analysis of the Effects of Sex Hormone Background on the Rat Choroid Plexus Transcriptome by cDNA Microarrays
**Source:** PLoS One. 2013 Apr 9;8(4):e60199. doi: 10.1371/journal.pone.0060199
**Supplement:** Table S7 — The top 20 up and down regulated genes in the CP of female rats. Differential gene expression between sham and gonadectomized female rats'CP. Genes were ranked on their fold changes and the twenty with the highest or lowest fold changes are shown here.

| **Gene** | **Description** | **Chromosome** | **Fold Change** | ***p*-value** |
| --- | --- | --- | --- | --- |
| Per2 | period homolog 2 (Drosophila) | chr9 | 7,6016 | 1,9644E-04 |
| Cradd | CASP2 and RIPK1 domain containing adaptor with death domain | chr7 | 5,3515 | 7,2231E-04 |
| Pde6a | phosphodiesterase 6A, cGMP-specific, rod, alpha | chr18 | 4,9872 | 3,1969E-06 |
| Adra2c | adrenergic, alpha-2C-, receptor | chr14 | 4,8760 | 1,9143E-02 |
| Slc26a9 | solute carrier family 26, member 9 | chr13 | 4,7479 | 1,5465E-02 |
| Lilrb4 | leukocyte immunoglobulin-like receptor, subfamily B, member 4 | chr1 | 4,6064 | 2,9161E-03 |
| Cys1 | cystin 1 | chr6 | 4,5159 | 3,5926E-03 |
| Agbl4 | ATP/GTP binding protein-like 4 | chr5 | 4,4285 | 4,3255E-03 |
| Olr428 | olfactory receptor 428 | chr3 | 3,8960 | 4,2312E-03 |
| Hlf | hepatic leukemia factor | chr10 | 3,7888 | 3,7022E-03 |
| Olr1679 | olfactory receptor 1679 | chr20 | 3,7656 | 3,8237E-04 |
| Bin2a | beta-galactosidase-like protein | chr8 | 3,7378 | 1,6369E-02 |
| Avpr1b | arginine vasopressin receptor 1B | chr13 | 3,7205 | 2,5798E-02 |
| Taar7b | trace amine-associated receptor 7b | chr1 | 3,6562 | 8,9296E-04 |
| Dbp | D site of albumin promoter (albumin D-box) binding protein | chr1 | 3,5995 | 2,7251E-02 |
| Cenpf | centromere protein F | chr13 | 3,5970 | 2,5311E-03 |
| Ppcdc | phosphopantothenoylcysteine decarboxylase | chr8 | 3,5376 | 1,6340E-02 |
| Olr382 | olfactory receptor 382 | chr1 | 3,5186 | 3,2008E-02 |
| Nkx2-3 | NK2 transcription factor related, locus 3 (Drosophila) | chr1 | 3,5005 | 4,6635E-03 |
| Vom1r56 | vomeronasal 1 receptor 56 | chr1 | 3,4637 | 2,8040E-02 |
| Hoxa2 | homeo box A2 | chr4 | -38,8840 | 4,7488E-04 |
| Sfrp2 | secreted frizzled-related protein 2 | chr2 | -28,1488 | 6,1608E-04 |
| Kcnj14 | potassium inwardly-rectifying channel, subfamily J, member 14 | chr1 | -23,8010 | 7,2320E-05 |
| Dbh | dopamine beta-hydroxylase (dopamine beta-monooxygenase) | chr3 | -15,0976 | 1,6738E-03 |
| Gfra1 | GDNF family receptor alpha 1 | chr1 | -10,6074 | 2,3832E-04 |
| Impg1 | interphotoreceptor matrix proteoglycan 1 | chr8 | -9,7631 | 1,9795E-02 |
| Mme | membrane metallo-endopeptidase | chr2 | -8,2876 | 2,5527E-04 |
| Crhbp | corticotropin releasing hormone binding protein | chr2 | -6,0530 | 2,1094E-02 |
| Arntl | aryl hydrocarbon receptor nuclear translocator-like | chr1 | -5,8312 | 4,7296E-03 |
| Il22 | interleukin 22 | chr7 | -5,7744 | 9,5668E-03 |
| Mptx | mucosal pentraxin | chr13 | -5,4069 | 5,9097E-04 |
| Batf3 | basic leucine zipper transcription factor, ATF-like 3 | chr13 | -5,1225 | 9,0974E-04 |
| Moxd1 | monooxygenase, DBH-like 1 | chr1 | -5,0422 | 6,0540E-06 |
| Tmem90b | transmembrane protein 90B | chr3 | -4,9945 | 1,1205E-02 |
| Gabra1 | gamma-aminobutyric acid (GABA) A receptor, alpha 1 | chr10 | -4,8539 | 1,7535E-02 |
| Irx2 | iroquois homeobox 2 | chr17 | -4,6123 | 7,7370E-03 |
| Wif1 | Wnt inhibitory factor 1 | chr7 | -4,4556 | 1,6855E-02 |
| Ceacam3 | carcinoembryonic antigen-related cell adhesion molecule 3 | chr1 | -4,2575 | 3,5881E-02 |
| Cts8 | cathepsin 8 | chr17 | -4,2555 | 2,4206E-02 |
| Fam3d | family with sequence similarity 3, member D | chr15 | -4,2258 | 1,1257E-03 |

Table S7. The top 20 up and top 20 down regulated genes in rat female CP

| Differential gene expression between sham and gonadectomized rat female CP. |
| --- |
| The genes were ranked on their fold changes and the twenty with the highest or lowest fold changes are shown here. |

# Supplementary material for: Analysis of the Effects of Sex Hormone Background on the Rat Choroid Plexus Transcriptome by cDNA Microarrays
**Source:** PLoS One. 2013 Apr 9;8(4):e60199. doi: 10.1371/journal.pone.0060199
**Supplement:** Table S8 — The top 20 up and down regulated genes in the CP of male rats. Differential gene expression between sham and gonadectomized male rats' CP. The genes were ranked on their fold changes and the twenty with the highest or lowest fold changes are shown here.

| **Gene** | **Description** | **Chromosome** | **Fold change** | ***p*-value** |
| --- | --- | --- | --- | --- |
| Crisp2 | cysteine-rich secretory protein 2 | chr9 | 28,2411 | 2,5700E-05 |
| Tnp2 | transition protein 2 | chr10 | 27,1717 | 4,6100E-06 |
| Tnp1 | transition protein 1 | chr9 | 19,6352 | 9,9900E-05 |
| Smcp | sperm mitochondria-associated cysteine-rich protein | chr2 | 15,1353 | 1,9700E-05 |
| Gsg1 | germ cell associated 1 | chr4 | 14,9897 | 2,2509E-03 |
| Hmgb4 | high-mobility group box 4 | chr5 | 10,5736 | 5,2400E-05 |
| Gtsf1 | gametocyte specific factor 1 | chr7 | 9,0693 | 6,8600E-05 |
| Nt5c1b | 5'-nucleotidase, cytosolic IB | chr6 | 8,2799 | 2,2000E-05 |
| Spetex-2A | Spetex-2A protein | chr15 | 6,1889 | 2,0300E-04 |
| Hils1 | histone linker H1 domain, spermatid-specific 1 | chr10 | 5,0404 | 3,8031E-03 |
| Dspp | dentin sialophosphoprotein | chr14 | 4,8948 | 5,1806E-03 |
| Cmtm2a | CKLF-like MARVEL transmembrane domain containing 2A | chr19 | 4,8262 | 1,0147E-03 |
| Spetex-2G | Spetex-2G protein | chr15 | 4,7737 | 3,6500E-05 |
| Olr709 | olfactory receptor 709 | chr3 | 4,7470 | 5,6701E-03 |
| Art2 | ADP-ribosyltransferase 2 | chr1 | 4,4209 | 2,1273E-02 |
| Muc15 | mucin 15, cell surface associated | chr3 | 4,1992 | 9,7774E-03 |
| Arntl | aryl hydrocarbon receptor nuclear translocator-like | chr1 | 4,1832 | 1,2571E-03 |
| Il22 | interleukin 22 | chr7 | 3,8184 | 1,7980E-02 |
| Spt1 | salivary protein 1 | chr7 | 3,8007 | 4,9458E-02 |
| Iqcf5 | IQ motif containing F5 | chr8 | 3,6830 | 5,4500E-04 |
| Dbp | D site of albumin promoter (albumin D-box) binding protein | chr1 | -3,5960 | 4,1400E-05 |
| Kcnh5 | potassium voltage-gated channel, subfamily H (eag-related), member 5 | chr6 | -2,7935 | 3,1437E-02 |
| Olr670 | olfactory receptor 670 | chr3 | -2,7738 | 8,4800E-04 |
| Arhgap24 | Rho GTPase activating protein 24 | chr14 | -2,7458 | 4,7886E-03 |
| Chmp4bl1 | chromatin modifying protein 4B-like 1 | chr4 | -2,6893 | 1,8182E-02 |
| Cyp2c22 | cytochrome P450, family 2, subfamily c, polypeptide 22 | chr1 | -2,6831 | 1,8353E-02 |
| Oas1k | 2 ' -5 ' oligoadenylate synthetase 1K | chr12 | -2,6817 | 3,8346E-02 |
| Bhlhe41 | basic helix-loop-helix family, member e41 | chr4 | -2,6492 | 1,7613E-03 |
| Vom2r19 | vomeronasal 2 receptor, 19 | chr1 | -2,5430 | 5,2732E-03 |
| Per2 | period homolog 2 (Drosophila) | chr9 | -2,5278 | 2,4173E-03 |
| Epm2a | epilepsy, progressive myoclonus type 2A | chr1 | -2,5177 | 2,6197E-02 |
| Olr624 | olfactory receptor 624 | chr3 | -2,3924 | 5,0065E-03 |
| Epm2a | epilepsy, progressive myoclonus type 2A | chr1 | -2,3916 | 6,0200E-05 |
| Fam46b | family with sequence similarity 46, member B | chr5 | -2,3796 | 5,8007E-03 |
| Dsg2 | desmoglein 2 | chr18 | -2,3392 | 3,0419E-03 |
| Tef | thyrotrophic embryonic factor | chr7 | -2,3233 | 1,3424E-03 |
| Npc1l1 | NPC1 (Niemann-Pick disease, type C1, gene)-like 1 | chr14 | -2,3057 | 1,7134E-02 |
| Znf498 | zinc finger protein 498 | chr12 | -2,2773 | 1,1098E-02 |
| Oas1a | 2'-5' oligoadenylate synthetase 1A | chr12 | -2,2552 | 4,2302E-02 |
| Kif6 | kinesin family member 6 | chr9 | -2,2416 | 3,3620E-03 |

Table S8. The top 20 up and top 20 down regulated genes in rat male CP.

Differential gene expression between sham and gonadectomized rat male CP.

The genes were ranked on their fold changes and the twenty with the highest or lowest fold changes are shown here.

How the deposited data were processed for this re-analysis (not part of the article)

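Expression was measured in lateral ventricle CP of Wistar rats 2 weeks after OVX, OOX or a sham operation, with 1-colour (Cy3) arrays of rat genes and 1 pool of RNA from 3 animals on each array. The labels give 3 OVX, 3 sham female, 4 OOX and 4 sham male pools, and all 14 arrays were used, as if the pools were independent, which the numbers of animals in the paper leave open. The deposited scanner files hold the fluorescence intensity of each spot: the authors' scanner software, Agilent Feature Extraction, had subtracted the background and removed spatial trends, and no scaling between arrays had been applied to these values. The deposited value table holds log2 values of the same arrays that the authors made with BRB-ArrayTools and describe as centred on the median. Set against the mean intensity of each probe, its columns differed by 1 constant per array from -0.45 to 0.30, the median difference from OOX replicate 1, for 99.4% to 99.6% of probes within 0.01; the columns have medians from 7.59 to 7.88, and the table was used as an alternative.

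From the scanner files the background-subtracted signal was taken, control spots and spots that the scanner software marked as outliers (222 to 877 per array) were left out, and saturated spots (425 to 851 per array) were kept. Each array held 42877 spots of 30367 rat probes, 1390 of them spotted 10 times, and spots of a probe were averaged. The value used is the log2 signal minus the median of the probes of the array, a different constant per array from the authors'. Probes carry only an accession and were named through a RefSeq gene table of assembly GRCr8, used for names alone, since the arrays were annotated on rn4; 18004 probes took the names of 15154 genes and 12363 had none. Of the unnamed probes, 3896 carry an Ensembl transcript, 3434 a RefSeq accession that the gene table does not hold and 4176 only a probe identifier. For the 2610 genes with more than 1 probe the probe with the highest mean over all arrays was used; of the 82 such genes that passed in females 11 had another probe with a difference of opposite sign, and of the 2 in males 0. Within a group the Pearson correlation between arrays, across genes, which are not independent, was 0.988 to 0.992 in sham females and about 0.990 in each pair of OVX females with 0.974 to 0.990 in sham and 0.976 to 0.990 in OOX males. The number of arrays limits the precision, and a gene near background or saturated has only a bound.

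Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), within each sex, with no covariate, and the male effect minus the female effect in a fit over all arrays. A gene was called at a Benjamini-Hochberg adjusted p under 0.05, and the thresholds of the methods, an unadjusted p under 0.05 and a fold above 1.5, were counted as well, with folds above 2 and 5. The gene lists (61, of pathways, gene families, cell types and the genes of the study's own tables) were tested with camera where at least 2 members were measured (60 in each sex), and olfactory receptors with Fisher's exact test. Genes measured by qRT-PCR in the paper were given with 95% confidence intervals and an exact permutation test. Tables were handled with data.table 1.17.8, pandas 2.3.3 and numpy 2.4.6 in Python 3.11.15. The limma fits, the test that the methods name and camera were tested on simulated data made from the means and spreads of these arrays. Of genes changed 5-fold in the simulation of the female comparison 81.8% were called, and of those changed 2-fold 0%; in the male comparison 92.4% and 40.3%, and in the difference between the sexes 69.7% and 6.00%. Of unchanged genes 4 of 14897, 4 of 14898 and 2 of 14897 were called, with 27439 genes and unnamed probes in each fit. These rates may not hold for genes that vary together, as neuron markers did in females (estimated correlation 0.88), or that share a shift of dim signal.

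The groups, tests, lists, most alternatives and the rule for the genes named in the text were set before the data were examined. By this rule the text names genes that the paper names (their values in the paper's tables had been seen), for each sex and direction the 10 largest changes among genes that passed, were well above background on every array of a group and did not overlap between groups (or, where too few passed, the 5 with the smallest p), up to 4 members of a list by their test statistic, the 10 genes with the smallest p in the difference between the sexes, and sex steroid receptors. A check of the labels through sex-linked genes had been planned and is not reported here, since too few of these genes were measured. The alternatives were scaling to the 75th percentile or by quantiles, normexp background correction with an offset of 50, a filter on dim probes, outlier spots kept, all groups in 1 fit, blocks for replicate number, slide and scan day, array weights, the test that the methods name, the value table, the mean over the probes of a gene, probes in place of genes, each array left out in turn, and for lists fry and an estimated correlation. Normexp had been planned on the mean signal of a spot, which is not among the columns, and was run on its median signal. Its offset of 50 draws the folds of dim genes toward 1, so a loss after normexp says little about such genes. The alternatives chosen after the data were seen are all rat probes counted whether named or not, the test that the methods name over every entry of the value table, 1 array of each male group left out together, and genes saturated on every array left out. Some genes are counted in the lists but not reported here by themselves. Unnamed probes were counted but not described, and the values from qRT-PCR and the DAVID enrichment of the paper were not analysed here.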

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

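The test of a slide effect on spermatid genes was chosen only after the result was seen. In each male group of 4 arrays the array farthest from the others was compared with Dixon's limit, for the mean of every gene list and for each male gene named in the text; chance puts about 1 in 20 groups beyond it. Of 120 groups tested for lists 15 lay beyond the limit, and of 108 for genes 7. Sham replicate 1 stood apart from the other sham males in its list means, taken as log2 relative to the mean of the list over all arrays, with 1.01 for astrocyte markers, 0.10 for clock output genes and repressors, -0.50 for cytochromes P450, -0.032 for the circadian genes of the study, -0.71 for olfactory transduction genes that the study lists as higher in males, 0.10 for peptide hormones and -0.49 for taste receptors. In log2 over the array median it stood apart with 0.004 for Ciart, 7.68 for Dbp and 1.33 for Per2. OOX replicate 2 stood apart from the other OOX males with 0.94 for astrocyte markers, 0.58 for collagens and laminins, 0.72 for fibroblast markers, 1.40 for mural cell markers, 0.52 for retinoid genes and 0.042 for secreted carriers and amyloid-related proteins. Single values beyond the limit were, for lists, -0.073 for the circadian genes of the study in OOX replicate 4 and -0.47 for red blood cell markers in OOX replicate 3, and for genes 2.25 for Clcn5 and -3.38 for Plcb2 in sham replicate 2, -2.86 for Fezf2 in sham replicate 3 and 3.62 for Tef in OOX replicate 1.

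The effect of gonadectomy differed between the sexes, by an adjusted p under 0.05 in the interaction of limma, for 22 genes named in the text. The male effect minus the female effect was above 0 on the log2 scale, with 5.33 for Hoxa2, 4.99 for Sfrp2, 4.95 for Dbh, 4.71 for Kcnj14, 4.65 for Bmal1, 4.50 for Il22, 3.65 for Meis1, 3.48 for Mme, 3.46 for Batf3, 3.42 for Gfra1, 2.96 for Gal, 2.82 for Npas2, 2.35 for Mptx1, 2.31 for Lingo2, 2.03 for Hoxb4 and 1.46 for Col4a4, and below 0 with -6.26 for Ciart, -4.22 for Per2, -2.75 for Tef, -2.17 for Cys1, -1.85 for Nr1d2 and -1.80 for Tas2r144. For Dbh, Hoxa2, Il22, Mptx1 and Tas2r144 the value rests on at least 1 group that no array measured well above background, so that its size is not a fold. With slide as a block 2 of the 22, Hoxa2 and Kcnj14, passed, and all 22 kept their direction. Hormone genes of the pituitary, which the paper does not discuss, were high on 1 array: in sham female replicate 1 prolactin (Prl) lay 10.00 above the highest of the other arrays on the log2 scale, growth hormone (Gh1) 8.84, the thyrotropin beta subunit (Tshb) 6.70, the common alpha subunit (Cga) 6.04 and Pomc 4.97.

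Spermatid genes of Table S8 lay higher in all 4 OOX pools than in all 4 sham male pools, and as high in the 3 OVX pools and in sham female replicate 3, whereas sham female replicates 1 and 2 (-5.32 and -5.04, mean log2 over the array median, against -2.37 in replicate 3) lay with the sham males. The tables argue against a slide effect as the whole cause, since the genes of Table S8 differed by 3.63 in the median within the slide that held both male groups. Testis RNA in some OOX pools stays open for these pools: the 43 other spermatid genes differed by -0.063 in the median (SD 0.10) between OOX replicate 2, highest in Tnp2, and the sham males, but the bound of 0.3 set for this median was wrong, since 22 of them were well above background on every sham male array and 8 on no male array, while Oaz3 (2.01), Ldhc (1.56), Prm1 (1.09) and Prm3 (0.98) were higher in that pool and Odf1, Akap4 and Sycp3 were not well above background. Induction by orchidectomy in every pool stays open too: the lowest OOX pool lay 2.47 above the highest sham male pool in the mean of the Table S8 genes, which the study chose for this difference, and -0.008 in that of the other genes. Over the 4 OOX pools the mean of the Table S8 genes spanned 0.94, so testis RNA would have to be in all 4 and not only in some. No test told testis RNA and induction apart, and the high values of the 4 female pools come from animals with neither a testis nor an orchidectomy.

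Hoxa2, Sfrp2, Meis1 and Mme were higher in the 3 sham female pools than in each of the other pools of both sexes. Of the sources of RNA that were tested, the tables argue against neurons at large and exclude no other. Hindbrain tissue in the sham pools stays open, because the 6 hindbrain positional genes well above background, without Hoxa2 and Irx2, had a median of -0.58 with a spread of 0.77, 3 lower and 3 higher. The whole list, which holds Hoxa2 itself, did not pass camera (adjusted p = 0.163). With slide and scan day as a block its medians were -0.85 and -0.82, but both rest on OVX replicate 1. Neuron markers had a median of -0.86 (spread 0.26, 16 of 18 lower), but single pools did not follow it. Sham replicate 1, high in Hoxa2, had a list mean of -0.72, against 1.09 and 1.04 in the other sham pools. The OVX pools had -1.11, -0.09 and 0.23 (log2, relative to the mean of the list over all arrays). Sham male replicate 1 and OOX replicate 2 had 2.12 and 1.47. Yet Hoxa2 lay there at -6.71 and -6.68, Sfrp2 at -4.04 and -4.36, Meis1 at 1.20 and 0.30 and Mme at -1.03 and -0.23 (log2 over the array median). These values argue against neurons at large, as marked here, as the source of these 4 genes. Fibroblast markers without Sfrp2 and Wif1 had a median of -0.30 (spread 0.13; 17 of 19 lower), between the bounds set for and against meningeal or stromal cells. An effect of OVX on these genes stays open as untested.

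Of the 364 olfactory receptors lower in OVX females at the thresholds of the methods, all but 7 were not well above background on any female array. Against a shift of dim receptors apart from other dim genes stand the matched genes: in females the dim receptors and other dim genes of matched signal had medians that differed by -0.019, within the 0.1 that signal near background needs as the source of these calls. In males only 14 of the 52 higher receptors were dim on every male array and 17 were well above background on every array of a group, so that a test on dim receptors says little about the male calls, whose source stays open. Relative to the array median, the weakest signal that counted as well above background was -3.82, -4.28 and -3.78 on the sham female arrays. On the OVX arrays it was lower, at -4.63, -4.72 and -4.80 (log2). The 5th percentile of the probes lay lower there too, at -6.79, -6.87 and -6.83, against -6.03, -6.42 and -6.01 on the sham arrays. The whole low end of the signal was thus shifted against the array median. Falls of dim genes, and of lists made up mostly of dim genes, cannot be told from this shift in females. Why the low end was shifted was not tested. An effect of gonadectomy on receptors well above background stays open as untested. Of the 10 splits of the female arrays into groups of 3, 1, the real one, gave 364 lower receptors, with 79 the highest of the others, and 10 splits are too few for a share under 0.05. In males 7 of 35 splits gave at least the 52 higher receptors of the real one (highest other 79), so that chance is not excluded.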

How the results depend on the processing

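The counts over all rat probes, the test that the methods name over the whole value table, the fits without sham male replicate 1 and OOX replicate 2 together and those without genes saturated on every array were chosen only after the data were seen. Of the recomputed values of named genes, 3204 kept their direction and side of the threshold, 1048 lost it in the same direction, 45 gained it, 48 turned sign with neither value past the test, and none turned sign with either past it. For gene lists these numbers were 2006, 203, 120 and 165, and 21 turned direction in camera with either value past the test; for counts and odds ratios 192 stayed and 73 moved by more than 1.5 times or across 1 with neither value past the test, 5 turned across 1 with either past it, 2 gained and 1 lost a call, and of further counts 240 and 96. For the changes that follow the cause was not tested, except that a filter or a left-out array tests fewer genes or arrays by construction. Among genes passing the adjusted test in females (942, 275 higher and 667 lower), 64 (37 higher and 27 lower) passed after quantile normalization, 112 after normexp, 188 (106 higher and 82 lower) in a refit on the probes well above background on every array of a group (of the 942, 192 higher and 123 lower were of this kind), 229 (138 higher and 91 lower) with all groups in 1 fit, 0 in limma with slide as a block (904 at an unadjusted p under 0.05), 14 (13 higher and 1 lower) with scan day as a block, 3 by the test that the methods name and 2057 over all rat probes. At the thresholds of the methods the 2107 female genes (904 higher and 1203 lower) became 2102 (1093 higher and 1009 lower) after scaling to the 75th percentile, 1130 after quantile normalization, 412 after normexp, 1050 (667 higher and 383 lower) with the filter, 904 with slide as a block, 4768 over all probes and 3980 (2038 higher and 1942 lower) by the test that the methods name over the value table. In males the 13 genes of limma became 0 after normexp (2604 at an unadjusted p under 0.05), 0 in 1 fit with the females (1195), 22 with array weights, 0 by the test that the methods name (1125), 0 without sham replicate 1 and OOX replicate 2 (1398) and 22 over all probes, and the 520 at the thresholds (413 higher and 107 lower) became 110 after normexp, 329 with the filter, 806 with slide as a block, 1089 over all probes and 811 over the value table; after quantile normalization they were 194 higher and 159 lower. In the difference between the sexes, 38 genes (28 higher and 10 lower) became 83 (44 higher and 39 lower) after scaling to the 75th percentile, 64 (40 higher and 24 lower) after quantile normalization, 59 with the filter, 10 with slide and 26 (9 higher and 17 lower) with scan day as a block, 130 with array weights, 69 (41 higher and 28 lower) from the value table, 65 without sham male replicate 1 and OOX replicate 2 and 78 over all probes. Leaving out single arrays gave 2 to 950 female genes (4 without female sham 1, 16 without female sham 3, 2 without OVX 1, 2 without OVX 2 and 4 without OVX 3), 6 to 12 male genes (7 without OOX 2, 7 without OOX 3 and 6 without male sham 2) and 19 to 49 in the difference between the sexes (24 without female sham 1, 20 without female sham 2, 20 without OVX 1, 19 without OVX 2, 22 without OVX 3, 19 without OOX 3 and 20 without male sham 2). The replicate numbers do not pair the samples: arrays of the same number had deviations that correlated, across genes, by 0.20, -0.026 and 0.14 in females and -0.11, -0.39, 0.001 and 0.21 in males, and only female replicates 1 and 3 and male replicate 4 correlated best with their own number; with the replicate number as a block 0 genes passed in limma in females (3157 at an unadjusted p under 0.05), 8 in males and 9 in the difference between the sexes, and 1 qRT-PCR interval excluded 1. The odds ratio of olfactory receptors among genes higher in females turned from 2.50 to 0.600 after normexp and rose to 7.91 with the filter, and among those lower it turned from 7.35 to 0.0396 after normexp and to 0.106 with the filter, and fell to 2.50 after quantile normalization and 1.80 with slide as a block. Among male genes that were higher it turned from 1.81 to 0.168 after normexp, rose to 4.12 with the filter, lost its call at 1.50 after quantile normalization, and spanned 0.712 to 2.77 without single arrays, lowest without sham replicate 1; among those lower it was 0 after normexp and 0 with the filter, 0.594 in 1 fit, 0.967 with array weights and 0.944 to 1.82 without single arrays. Of the 22 female and 20 male lists past camera 0 and 0 passed with an estimated correlation (lowest adjusted p 0.280 and 0.0564); male lists were 10 after quantile normalization, 13 with slide as a block, 6 by fry and 13 to 25 without single arrays. Intervals of qRT-PCR genes that excluded 1 were 1 after normexp, 0 with slide and 1 with scan day as a block, 4 by the test that the methods name and 0 to 3 without single arrays. Lists turned direction in camera after normexp with medians, in females, of -0.046 for olfactory receptors and -0.066 for trace amine receptors, which stayed below 0, and, in males, of -0.074 for keratins, -0.20 for olfactory receptors, -0.091 for other G-protein coupled receptors, -0.12 for olfactory transduction genes listed as higher in females, -0.038 for those listed as higher in males, -0.15 for steroid genes listed as higher in males, -0.087 for other spermatid genes, -0.17 for taste receptors and -0.20 for vomeronasal receptors. They turned with the filter on dim probes, which lets a gene in through the group in which it is higher, in females, with 0.42 for olfactory receptors, 0.23 for trace amine receptors and 0.40 for vomeronasal receptors, and with slide as a block, in males, with 0.24 for forebrain genes, 0.62 for immediate early genes, -0.18 for ion channels, 0.43 for class II histocompatibility genes, -1.31 for neuron markers and -0.33 for oligodendrocyte markers, where the forebrain median stayed above 0; mural cell markers in males had -0.31 without sham replicate 1 and OOX replicate 2 and up to 0.41 without sham replicate 3. Signal over background limits most of what can be said of dim families: a gene that no array measured has no fold, and other dim genes of signal matched to the dim receptors had a median of -0.71 in females. What dim families lost after normexp is in part set by its offset.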

Differences from the paper's values

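The counts over all rat probes, the test that the methods name over every entry of the value table and the fits without sham male replicate 1 and OOX replicate 2 together were chosen only after the values were seen. At an unadjusted p under 0.05 the paper gives more than 6000 genes in females in its text and 6270 in its tables, against 3022 here. No alternative set before the data were examined reached either number. Counted over all rat probes, 6673 passed, and by the test that the methods name over every entry of the value table 6269 did. Both settings were chosen after seeing the values, and they drop 0 and 0 of the 34 genes of Table S7 that could be matched. In males the paper gives 3738 and the count here was 1042. Normexp, set before the data were examined, came within 1.5 times the paper's number and the other alternatives set then did not. The test over the value table, chosen after seeing the values, gave 3736 and drops 0 of 33 matched genes of Table S8. In both sexes this test thus gave nearly the paper's number, as a count of table entries and not of named genes.

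The paper counts 141 genes more than 2-fold lower in females, against 214 here. Scaling to the 75th percentile, the filter on dim probes, the test that the methods name, the value table, the mean over probes and the fit without OVX replicate 2, all set before the data were examined, gave numbers within 1.5 times the paper's, the other alternatives set then did not, and the test over every entry of the value table, chosen after seeing the values, did and drops 0 genes of Table S7. It counts 20 genes more than 5-fold higher in males, against 12 here; array weights and the fits without any 1 of the OOX replicates or without sham replicate 4 came within range and the other alternatives set before the data were examined did not. So did, chosen after seeing the values, the fit without sham replicate 1 and OOX replicate 2, which drops 5 genes of Table S8, the count over all probes, which drops 0, and the test over the value table, which drops 0. It counts 3 genes more than 5-fold lower in males, against 1 here; all groups in 1 fit and the fits without OOX replicate 1 or 4 or sham replicate 1, 2 or 3 came within range and the others set before the data were examined did not. The fit without the pair of arrays and the test over the value table, chosen after seeing the values, came within range too, dropping 5 and 0 genes of Table S8.

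For Bcl2l1 in Table 5 the paper's fold of OVX over sham is 1.61, against 0.876 here, and of the alternatives set before the data were examined only slide as a block came within range. For Cys1 in Table S7 the paper's fold is 4.5159 and the value here 2.67, within range with slide as a block or without sham replicate 1 and not in the other alternatives set before the data were examined. For Taar7b it is 3.6562 against 2.02, within range with slide or scan day as a block and not in the others. For Ppcdc it is 3.5376 against 1.08, and no alternative set before the data were examined came within range. The same holds in Table S8 for Hils1 (5.0404 in the paper and 2.15 here) and Dspp (4.8948 and 1.23), OOX over sham, and for Arhgap24 (2.7458 and 1.04) and Vom2r19 (2.543 and 0.712), sham over OOX. Vom2r19 runs in the other direction here, as Bcl2l1 does. Read from the brightest probe, 1 of the matched genes of Table S7 (Ppcdc) and 3 of Table S8 (Dspp, Arhgap24 and Vom2r19) were not at the thresholds of the methods, whereas all were by 1 of their probes when all rat probes were counted, a setting chosen after seeing the values.

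The paper names changes in Per2, Per3, Rdh10, Hsd17b3, Cyp11b2 and Cyp11b3 that were not past the adjusted test of limma here, and of these only Rdh10 passed under any alternative, at the edge of the threshold. It states that Per2 and Per3 were lower in OOX males; Per2 was past the thresholds of the methods (unadjusted p = 0.000772) and Per3, at -0.18 on the log2 scale, was not (unadjusted p = 0.194). It reports Rdh10 as lower in OVX females, which holds at the thresholds of the methods (unadjusted p = 0.00387, lower in 3 of 3 pools); with array weights, which move slightly with the order of the genes in the fit, it lay just under the threshold of 0.05 (adjusted p = 0.0495, the lowest over the alternatives, where the highest was 0.534), so that this call is not firm. It names enzymes of steroid synthesis as higher in OOX males; Hsd17b3 (unadjusted p = 0.0105) and the dim Cyp11b2, which has no fold (unadjusted p = 0.0187), were at these thresholds, and Cyp11b3 (0.25 on the log2 scale, unadjusted p = 0.256) was not. It lists class IV alcohol dehydrogenase, phosducin and cytochromes P450 as lower in OVX females, where Adh7, Pdc and Cyp1a1 were not well above background on any female array and have no fold; Pdc and Cyp1a1 had adjusted p = 0.0401 and 0.0491 in the same direction, and Adh7, with adjusted p = 0.0527, passed after scaling to the 75th percentile and without sham replicate 2. The paper states that gonadectomy changed more genes in females than in males. At the thresholds of the methods the female count was the higher one here under every alternative that gave both counts. By the adjusted test of limma it was the higher one too in these alternatives, except with slide (0 and 18) and replicate number (0 and 8) as a block. Both fits leave few residual degrees of freedom in females. There an unadjusted p under 0.05 counted 904 female and 806 male genes with slide, and 3157 and 717 with replicate number. Fits without 1 female array change the female count alone. Without sham replicate 1, 4 female genes passed, and without OVX replicates 1, 2 and 3, 2, 2 and 4 did. These counts lie below the 13 male genes, whereas 950 and 16 without sham replicates 2 and 3 lie above. Which sex had more genes past the adjusted test thus turned on single arrays. Counted by an unadjusted p under 0.05 alone, the female count was the lower one after normexp, which gave 1534 female and 2604 male genes. For keratins the paper's gene ontology terms name males alone; here the keratin list had a median of 0.21 in females (camera adjusted p = 0.0308, 0.617 with slide and 0.309 with scan day as a block; adjusted p = 0.330 with an estimated correlation) and 0.23 in males (camera adjusted p = 0.0115, 0.379 with slide as a block; adjusted p = 0.574 with an estimated correlation), both below 0 after normexp, and a male effect minus female effect of 0.09 (camera adjusted p = 0.930).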

Other observations

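The list medians without genes saturated on every array and the tests of lists between the sexes were chosen only after the data were seen, and the test of clock phase after the paper's tables had been read. Markers of the CP epithelium, 29 genes, had medians below 0 in both sexes, with none past the test of single genes in limma, over all genes or over the list alone (0 higher and 1 lower at the thresholds of the methods in females, 0 and 0 in males). The median was -0.20 in OVX females (camera adjusted p = 0.0248, 0.967 with slide and 0.349 with scan day as a block; adjusted p = 0.744 with an estimated correlation; within the slide of both groups 0.03) and -0.27 in OOX males (camera adjusted p = 7.74e-06, 0.0514 with slide as a block; adjusted p = 0.574 with an estimated correlation; within the slide -0.12); without the 8 and 10 members that saturated on every array it was -0.16 (camera adjusted p = 0.0346) and -0.12 (camera adjusted p = 0.0328). All named genes saturated on every array had medians of -0.20 in females and -0.31 in males. Prlr, the prolactin receptor, had a log2 difference of -0.51, SE 0.12, adjusted p = 0.0532 in females (n = 3; -0.40 within the slide) and Cldn1, a claudin of the tight junction, -0.93, SE 0.26, adjusted p = 0.0900 (-0.35 within the slide), and neither passed. Of 24 secreted carriers and amyloid-related proteins 2 fell in OVX females (2 adjusted over the list alone), the protease Mme and A2m, the protease inhibitor alpha-2-macroglobulin, by 0.98 (SE 0.16, adjusted p = 0.0401; within the slide -1.10), with a median of -0.20 (camera adjusted p = 0.0176, 0.574 with slide and 0.152 with scan day as a block; adjusted p = 0.548 with an estimated correlation; within the slide 0.05); in OOX males none passed in limma, over the list alone or at the thresholds, and the median was -0.20 (camera adjusted p = 0.00299; adjusted p = 0.341 with an estimated correlation), -0.02 without saturated members (camera adjusted p = 0.255). Of 23 interferon response genes 21 were lower in OOX males, 5 of them and 1 higher one at the thresholds of the methods and none past the adjusted test of limma, over all genes or over the list alone, median -0.31 (camera adjusted p = 9.91e-05, 0.216 with slide as a block; adjusted p = 0.574 with an estimated correlation; within the slide -0.08); the antiviral synthetases Oas1k and Oas1a had -1.44, SE 0.46, adjusted p = 0.568 and -1.19, SE 0.39, adjusted p = 0.579 (n = 4), and Irf7, a regulator of interferon genes, -0.81, SE 0.26, adjusted p = 0.573.

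Receptors and cofactors of sex steroids, 13 genes, had none past the adjusted test of limma in either sex (0 in females and 1 in males adjusted over the list alone), with a median of -0.14 in females (0 higher and 0 lower at the thresholds; camera adjusted p = 0.464; 0.15 within the slide) and 0.07 in males (1 higher and 0 lower; camera adjusted p = 0.209). Esr1, estrogen receptor alpha, was dim in both sexes, and Esr2, estrogen receptor beta, had 0.72, SE 0.13, adjusted p = 0.209 in males and 0.30, SE 0.30, adjusted p = 0.610 in females. Fibroblast markers had a median of 0.40 in OOX males (camera adjusted p = 0.0662, and 0.615 with an estimated correlation). Without saturated members the median was 0.47 (camera adjusted p = 0.0132). Their male effect minus female effect was 0.85 (camera adjusted p = 0.000159, and 0.349 with an estimated correlation). Collagens and laminins had a male median of 0.17, and 0.32 within the slide. Their camera adjusted p was 0.0184, 0.130 with slide as a block and 0.574 with an estimated correlation. OOX replicate 2 stood apart in both lists, with list means of 0.72 for fibroblast markers and 0.58 for collagens and laminins. The other OOX pools had -0.18 to -0.03 and -0.04 to 0.03 (log2, relative to the mean of the list over all arrays). Red blood cell markers had a median of 0.38 in females (camera adjusted p = 0.229, and 0.669 with an estimated correlation). In males it was -0.22 (camera adjusted p = 0.0212, 0.127 with slide as a block and 0.574 with an estimated correlation). Without the members that saturated, 3 of 7 in each sex, these were 0.78 (camera adjusted p = 0.0285) and -0.20 (camera adjusted p = 0.472). Other cell types did not pass camera in either sex in the fits as reported: macrophage and microglia markers had a male median of 0.16 (camera adjusted p = 0.0682, 0.00201 with slide as a block; adjusted p = 0.767 with an estimated correlation; within the slide 0.49), astrocyte markers had medians of -0.44 in females and 0.31 in males (camera adjusted p = 0.0654 and 0.530), endothelial ones 0.05 and -0.10 (0.787 and 0.209), ependymal ones -0.04 and 0.13 (0.721 and 0.569), mural ones 0.05 and 0.18 (0.867 and 0.255), noradrenergic ones -0.004 and 0.14 (0.897 and 0.367) and those of thalamus, hippocampus and striatum -0.31 and 0.24 (0.290 and 0.278). Under alternatives some passed. In females astrocyte markers did after normexp, among others. With slide and scan day as a block, which rest on OVX replicate 1, the medians of astrocyte markers were -0.39 and -0.46. Those of thalamus, hippocampus and striatum had -0.93 and -0.50 there. In males astrocyte, ependymal and mural markers passed after normexp, endothelial ones with array weights and without OOX replicate 2, and those of thalamus, hippocampus and striatum without sham replicate 1, and mural ones, with the median turned to -0.31, without sham replicate 1 and OOX replicate 2. The ependymal and noradrenergic female medians lay above 0 after scaling to the 75th percentile, the ependymal one also after quantile normalization, and the noradrenergic and thalamic male medians below 0 after normexp. Immediate early genes had -0.33 and -0.14 (camera adjusted p = 0.0679 and 0.119, in males 0.0154 with slide as a block), and genes that respond to glucocorticoids or anaesthesia -0.28 and -0.06 (camera adjusted p = 0.0940 and 0.0996).

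Other splits of the same arrays were counted for the results fitted over all genes. The 6 female arrays allow 10 splits into groups of 3, too few for a share under 0.05: 1, the real one, reached 942 genes past the adjusted test (highest other 1), 1 reached 2107 at the thresholds of the methods (highest other 598) and 1 reached 22 lists (highest other 19). Of 35 splits of the 8 male arrays 1, the real one, reached 13 genes past the adjusted test (highest other 1), so that chance can be excluded for this count. At the thresholds 6 splits reached 520 genes, and 2 reached 20 lists (highest other 20), so that chance is not excluded for either. The highest other count at the thresholds, 961, came from the split that set OOX replicates 1 to 3, which shared a slide, and sham replicate 1 against the rest; with slide as a block the real division gave 806. In the difference between the sexes 2 of 100 splits drawn, the real one included, reached 38 genes, and the other gave 63. This share speaks against chance as the source of the count. Such splits break up the effect within each sex as well, so the share does not test whether the effects of the sexes differ.

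A hypothesis for the clock genes is that the pools of the groups were collected at different phases of the clock. It needs output genes and activators to lie in opposite directions within each sex by medians of over 0.3. They did, and the smallest of the 4 medians in size was 0.57, but Tables S7 and S8 already list Per2 and Bmal1 (as Arntl) in opposite directions in each sex on these samples, so that the test excludes nothing and supports nothing. A difference in collection time and a shift of the clock by gonadectomy both stay open as untested.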
